# Glycoalkaloid Composition and Flavonoid Content as Driving Forces of Phytotoxicity in Diploid Potato

**DOI:** 10.3390/ijms24021657

**Published:** 2023-01-14

**Authors:** Katarzyna Szajko, Paulina Smyda-Dajmund, Jarosław Ciekot, Waldemar Marczewski, Dorota Sołtys-Kalina

**Keywords:** allelopathy, gene expression, gene ontology, leptine, solamargine, solasonine, transcriptomics

## Abstract

Despite their advantages, biotechnological and omic techniques have not been applied often to characterize phytotoxicity in depth. Here, we show the distribution of phytotoxicity and glycoalkaloid content in a diploid potato population and try to clarify the source of variability of phytotoxicity among plants whose leaf extracts have a high glycoalkaloid content against the test plant species, mustard. Six glycoalkaloids were recognized in the potato leaf extracts: solasonine, solamargine, α-solanine, α-chaconine, leptinine I, and leptine II. The glycoalkaloid profiles of the progeny of the group with high phytotoxicity differed from those of the progeny of the group with low phytotoxicity, which stimulated mustard growth. RNA sequencing analysis revealed that the upregulated *flavonol synthase/flavonone 3-hydroxylase-like* gene was expressed in the progeny of the low phytotoxicity group, stimulating plant growth. We concluded that the metabolic shift among potato progeny may be a source of different physiological responses in mustard. The composition of glycoalkaloids, rather than the total glycoalkaloid content itself, in potato leaf extracts, may be a driving force of phytotoxicity. We suggest that, in addition to glycoalkaloids, other metabolites may shape phytotoxicity, and we assume that these metabolites may be flavonoids.

## 1. Introduction

Allelopathy is an important ecological phenomenon and a type of plant communication with the environment that shapes plant and microorganism communities in both natural ecosystems and agroecosystems. Allelopathy has both positive and negative effects [1]. Influence on the composition and activity of associated bacterial and plant communities reflects the promotion/impediment of soilborne diseases and symbiosis, e.g., migration of beneficial plant-growth-promoting rhizobacteria, regulation of the spread and composition of weeds, and nutrient availability in the soil [2,3].

Allelopathy is a very complex phenomenon and should be considered in a broader context of chemical interactions among organisms involved in soil chemical ecology [1]. In plant–plant allelopathy, the negative interactions are mainly manifested as impaired seed germination or restricted plant growth [4]. However, at low doses, some compounds and allelochemicals can stimulate target plant growth [5]. The main driving force of allelopathy is the release of allelochemicals passively or actively into the soil or as volatiles into the air [6]. Most of these chemicals are secondary metabolites; however, allelopathic nonproteinogenic amino acids such as *m* m-tyrosine and l-canavanine are also products of primary metabolism [7,8,9]. The study of allelopathic interactions under laboratory conditions that are devoid of an edaphic context is considered the study of phytotoxicity (the phytotoxicity of allelochemicals), which is a particular component of allelopathy [1,10].

The genus *Solanum* contains approximately 2000 species grown in many climatic zones and different elevations [11]. Four cultivated potato species and approximately 107 wild relatives are currently recognized [12]. In crop cultivation, allelopathy is an essential component of field interactions, as it is involved in weed management and crop protection [13]. Allelopathy of potato on neighboring plants (weeds) is difficult to observe since the date of potato emergence may pass with the date of weeds’ appearance. Additionally, potato dense canopy can be competitive with weeds [14,15]. However, due to impaired growth of plants in the subsequent season, cultivated potato plants should not be planted after tomato (*Solanum lycopersicum* L.) or pepper (*Capsicum annuum* L.) plants. Such a rotation system is recommended due to the accumulation of allelopathic compounds—glycoalkaloids—in the soil [16]. Thus, potato glycoalkaloids, which are the main cause of soil sickness, may affect soil microorganisms and future crops [16].

Glycoalkaloids (steroidal alkaloids) are bioactive compounds that are produced in *Solanum* spp. and are involved in allelopathic interactions [17,18]. These compounds are composed of aglycon solanidine and carbohydrate moieties. In *Solanum chacoense* leaves, there are two additional classes of glycoalkaloids, namely, leptines and leptinines, composed of the aglycones leptinidine and 23-acetylleptinidine [19]. Glycoalkaloids in aboveground plant parts are involved in host plant resistance, and those that are excreted or leaked from plant organs are involved in plant–plant and plant–microorganism interactions in the soil in potato fields [20]. Our previous analyses also confirmed a substantial role of glycoalkaloids in the phytotoxicity of wild potato relatives, diploid hybrids, and various potato cultivars, with the strongest effects observed among wild species and diploid hybrids [17]. Despite a significant negative correlation between the glycoalkaloid content in potato leaf extracts and phytotoxicity, some of the genotypes with high glycoalkaloid contents have low phytotoxicity [17]. The paradox of why high glycoalkaloid contents do not always reflect high phytotoxicity remains unexplored.

Currently, research on phytotoxicity focuses on the identification of target processes that are affected by allelochemicals in acceptor plants or the isolation of specific compounds from donor plants. Despite their advantages, biotechnological and omic techniques have not been applied to characterize phytotoxicity in depth. Although genetic studies on allelopathy/phytotoxicity have been carried out [21,22,23], there are only a few studies that recognize the genetic basis and global gene expression changes involved in these processes [18,24,25]. To our knowledge, no studies have been conducted to determine the genetic or molecular origins of positive allelopathic interactions, despite the critical role that these origins may play in the ability of allelopathic interactions to shape the yield of crops and their competitiveness against weeds.

Here, we show the distribution of phytotoxicity and glycoalkaloid content in a segregating population obtained from crossing diploid potato hybrids with *S. chacoense* and try to clarify the source of phytotoxicity variability among plants whose leaf extracts have high glycoalkaloid contents. We also recognize the transcriptomic and metabolomic aspects of potato phytotoxicity that may affect the response of the test plant mustard (*Sinapis alba* L.) to potato leaf extracts. We focus particularly on individuals who, despite having high glycoalkaloid content in their leaf extracts, which seemed to be the driving force of potato phytotoxicity, were weakly or highly phytotoxic or even stimulated the growth of the test plant (exhibited positive interactions). Finally, we provide new insight into the possible source of phytotoxicity variation in potato with high glycoalkaloid contents against mustard as the acceptor plant species.

## 2. Results

### 2.1. Evaluation of the Glycoalkaloid Content and the Phytotoxicity of Leaf Extracts from Individuals of the Potato Population

Potato phytotoxicity was evaluated based on aqueous leaf extracts. Water is the preferred solvent for the extraction of allelochemicals that are intended for biological analyses, since these extracts most closely resemble the leaching of allelochemicals from plants by rain or dew [1]. The glycoalkaloid content and phytotoxicity were evaluated for 113 individuals of the potato population (Table 1). The glycoalkaloid content ranged from 1.1 to 46.7 μg mL^−1^ (Table 1), and the phytotoxicity varied from 41% to 140%, where values greater than 100% indicated growth stimulation (Table 1, Figure 1). Neither the glycoalkaloid content nor the phytotoxicity were normally distributed (Figure S1), and no significant correlation was found between the glycoalkaloid content and the phytotoxicity (r = −0.155, *p* = 0.0568). All 113 individuals were assigned to groups A-F based on the criteria described in the M & M (Table 2). The highest percentage (44%) of the individuals were assigned to group C, where low glycoalkaloid contents and high phytotoxicity were observed in those members (Table 2). The lowest percentage corresponded to individuals of group A (4%), whose members had high glycoalkaloid content and high phytotoxicity.

### 2.2. Profiles of Differentially Expressed Genes (DEGs)

To identify which genes may influence the phytotoxicity of potato, bulk samples were constructed as described in the M&M, which were named A’, B’, and F’. 

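Bulk samples A’ (high phytotoxicity), B’ (low phytotoxicity) and F’ (growth stimulation) were each sequenced as 3 libraries, 9 libraries in all, from leaves collected at full anthesis. The paper describes a single bulk of 3 individuals per group and libraries made from RNA of the bulks, without saying how the 3 libraries of a group arose. mRNA was selected with Dynabeads, and directional libraries were sequenced on the BGISEQ-500 platform. For each comparison, the authors deposited the number of reads counted on each gene in each library, without normalization, beside their own normalized counts, Log2FC and p-values. The text does not name the aligner or the counting tool and refers to an earlier study for these steps. Contigs carry the names of the SolTub_3.0 assembly. The values given here were computed from the raw counts. The A’ vs. B’ tables held 23501 genes, the A’ vs. F’ table held 23656 genes, and 22988 genes were in both. Counts summed over the genes of the A’ vs. B’ tables were 21850937, 21620216 and 21199110 in the A’ libraries and 22335498, 22346210 and 22081668 in the B’ libraries. In the A’ vs. F’ table, they were 22517178, 22147755 and 22369669 in the F’ libraries and between 21299957 and 21949450 in the A’ libraries. The paper’s own number of raw reads, from 28683902 to 28928669, is that before counting on genes. Each comparison was tested separately with edgeR’s quasi-likelihood test after TMM normalization, with A’ as the control, so that a positive Log2FC is higher in B’ or F’. Genes with too few counts for the test were removed with edgeR’s filterByExpr function, and p-values were adjusted by the Benjamini-Hochberg method (FDR). With 3 libraries in each group, an exact permutation test of a single gene cannot give a two-sided p-value below 0.1. A gene with at most 3 counts in each library of a group was taken as being at the floor in that group. Its fold change is given as a lower bound against 3 counts. The fitted Log2FC of such a gene depends on the prior count of the model.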

We performed comparisons of bulk samples A’ and B’ and of A’ and F’. The total number of raw reads in bulk samples A’, B’, and F’ ranged from 28,683,902 to 28,928,669. There were 6044 and 6320 statistically significant DEGs in the A’ vs. B’ and A’ vs. F’ comparison groups, respectively. 

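In the A’ vs. B’ comparison group, 19059 genes were tested, and 6274 of them (32.9%) were DEGs with an FDR under 0.05. The counts of 3127 of these DEGs were higher in B’, and those of 3147 were lower. In the A’ vs. F’ comparison group, 6817 of 19132 genes tested (35.6%) were DEGs, of which 3340 were higher and 3477 were lower in F’. The median size of the Log2FC among DEGs was 0.80 in A’ vs. B’ and 0.76 in A’ vs. F’. The libraries of the compared groups did not overlap for 47.3% of the genes tested in A’ vs. B’ and for 47.7% of those tested in A’ vs. F’, where chance gives 10%. The coefficient of variation between libraries, which edgeR calls biological, was 0.118 within A’, 0.16 within B’ and 0.134 within F’. The libraries of a group may be repeats of a single bulk. Their spread would then hold no variation between plants, and the FDR values would speak of these bulks rather than of the phenotypes. An FDR threshold of 0.01 moved the numbers of DEGs most, to 3778 in A’ vs. B’ and 4249 in A’ vs. F’.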

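With a Log2FC of at least 2 or at most −2 in addition to the FDR threshold, 649 genes passed in A’ vs. B’, 402 of them higher and 247 of them lower in B’. In A’ vs. F’, 681 genes passed, 326 of them higher and 355 of them lower in F’. Of the genes that passed, 108 in A’ vs. B’ and 99 in A’ vs. F’ were at the floor in either group, so that only a lower bound of their fold change was measured. A cutoff on the estimated Log2FC is not a test against that size of change. When the change itself was tested against a Log2FC of 2 with edgeR’s glmTreat function, 232 genes passed in A’ vs. B’ and 188 genes passed in A’ vs. F’. Without the filter on low counts, the cutoff was passed by 986 and 1125 genes, respectively.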

After a sharp cutoff (false discovery rate (FDR)-adjusted *p* value < 0.05 and 2.0 ≤ log_2_ (fold-change) (Log_2_FC ≤ −2.0), 866 DEGs remained in the A’ vs. B’ library comparison group, and 692 were left in the A’ vs. F’ library comparison group (Table S1). 

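All 20 genes that Table 3 lists for A’ vs. B’ had enough counts to be tested, and each changed in the listed direction with an FDR under 0.05. Of those listed for A’ vs. F’, 8 of the 10 upregulated and 9 of the 10 downregulated genes had enough counts, and each of these changed in the listed direction with an FDR under 0.05. In 39 of the 40 rows of the table, the gene was at the floor in the group with the lower expression. The upregulated genes at the floor were at least 4.46-fold to at least 176-fold higher in B’ and at least 4.10-fold to at least 47.2-fold higher in F’. The downregulated genes were at least 11.1-fold to at least 227-fold lower in B’ and at least 4.59-fold to at least 108-fold lower in F’. Such a bound rises with the counts of the group with the higher expression, so it does not rank genes by their change. The highest of these bounds belonged to FLS among the upregulated genes of both comparisons. Among the downregulated genes, it belonged to LOC102594853, a Werner Syndrome-like exonuclease, in A’ vs. B’ and to LOC102606330, which has no product name, in A’ vs. F’. Counts summed over the 3 libraries of the group with the higher expression ranged from 36 to 1979 per gene.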

The ten most abundant transcripts of upregulated and downregulated genes are listed in Table 3. 

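Flavonol synthase/flavanone 3-hydroxylase-like (FLS, LOC102585933) lies between positions 151759 and 157042 of a contig that is not placed on a chromosome. Its read counts were 1, 3 and 1 in the A’ libraries and 650, 603 and 726 in the B’ libraries. The gene was at the floor in A’ and was therefore at least 176-fold higher in B’. Its normalized count in B’ was 593 ± 31.6 (SD, n = 3 libraries). The fitted Log2FC was 8.22 (standard error 0.254, FDR 9.94e-09 in edgeR’s quasi-likelihood test), and it stayed between 7.99 and 8.87 when each library was left out in turn. Every B’ library was above every A’ library (exact permutation test, two-sided p = 0.1, the smallest p-value the design allows). UDP-glycosyltransferase 71E1-like (LOC102594045) had a higher fitted Log2FC of 8.70. It had 0 counts in each A’ library and 48, 54 and 71 counts in the B’ libraries. With DESeq2, its Log2FC was the lower (7.96 against 8.31). Its lower bound was at least 15.3-fold, which follows its counts in B’ and does not tell which gene changed more. The annotation holds 8 loci with flavonol synthase in their product name, and reads of such similar genes could have been split between them when they were counted. LOC102586931, of the same product name as LOC102585933, lies on the same contig between positions 113247 and 117768. It had 5, 6 and 5 counts in the A’ libraries and 34, 27 and 36 in the B’ libraries, with a Log2FC of 2.26 (FDR 0.000461 in the same test). The locus listed under the symbol FLS, on chromosome 11, had a Log2FC of −0.47 (FDR 0.0853 in the same test), and LOC102603761, a flavonol synthase/flavanone 3-hydroxylase on chromosome 3, had a Log2FC of −2.29 (FDR 1.45e-06). LOC102590301, also of the same product name as LOC102585933, had mean normalized counts of 435 in A’ and 449 in B’. Its Log2FC was 0.046 (FDR 0.796 in the same test), so A’ did not lack transcripts of this family. Chitin-binding lectin 1-like (LOC107058371) lies between positions 375187 and 375855 of a contig of chromosome 3. It had 174, 156 and 121 counts in the A’ libraries and 0 counts in each B’ library, and was at least 62.5-fold lower in B’. Its fitted Log2FC was −10.40 (standard error 0.535, FDR 1.04e-06 in the same test).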

Among the upregulated genes, in the A’ vs. B’ comparison group, *flavonol synthase/flavanone 3-hydroxylase-like* (*FLS*) was the most highly expressed gene (Log_2_FC = 8.30), and *chitin-binding lectin 1-like* was the most downregulated (Log_2_FC = −10.00) (Table 3). In the A’ vs. F’ comparison group, *probable trans-2-enoyl-CoA reductase mitochondrial* was the most upregulated gene (Log_2_FC = 7.07), while *cytochrome P450 72A15-like* was the most downregulated one (Log_2_FC = −9.85) (Table 3). 

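Probable trans-2-enoyl-CoA reductase, mitochondrial (LOC102605504), lies between positions 51205 and 54659 of an unplaced contig. It had 0 counts in each A’ library and 34, 11 and 42 counts in the F’ libraries. The gene was at least 8.29-fold higher in F’, where its normalized count was 26.7 ± 14.1 (SD, n = 3 libraries). The fitted Log2FC was 7.75 (standard error 1.10, FDR 0.00018 in edgeR’s quasi-likelihood test). The gene is not listed in the A’ vs. B’ tables. Cytochrome P450 72A15-like (LOC102602896) lies between positions 261503 and 263574 of a contig of chromosome 6. Its counts were 113, 200 and 133 in the A’ libraries and 0 in each F’ library. It was at least 56.1-fold lower in F’, and its fitted Log2FC was −10.31 (standard error 0.593, FDR 1.01e-07 in the same test). In the B’ libraries, it had 77, 83 and 53 counts.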

*FLS* was also recognized as an upregulated gene in the comparison of bulk samples A’ and F’ (Log_2_FC = 6.40).

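In the F’ libraries, LOC102585933 had 176, 128 and 184 counts, or a normalized count of 152 ± 20.5 (SD, n = 3 libraries). It was at least 47.2-fold higher in F’ than in A’. The fitted Log2FC was 6.32 (standard error 0.348, FDR 1.25e-08 in edgeR’s quasi-likelihood test), and it ranged from 6.08 to 6.96 when each library was left out in turn. The gene also differed between the libraries of the groups that both exceeded A’. In a comparison of F’ with B’ as the control, its Log2FC was −1.91 (standard error 0.133, FDR 6.36e-06 in the same test). This difference was larger than the spread between the libraries of either group, which may hold no variation between plants. In the paper’s RT-qPCR of single plants, the ranges of B’ and F’ overlapped. The locus with the symbol FLS had a Log2FC of −0.21 in A’ vs. F’ (FDR 0.425), and LOC102590301 had a Log2FC of 0.247 (FDR 0.131).

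**Figure D1:**
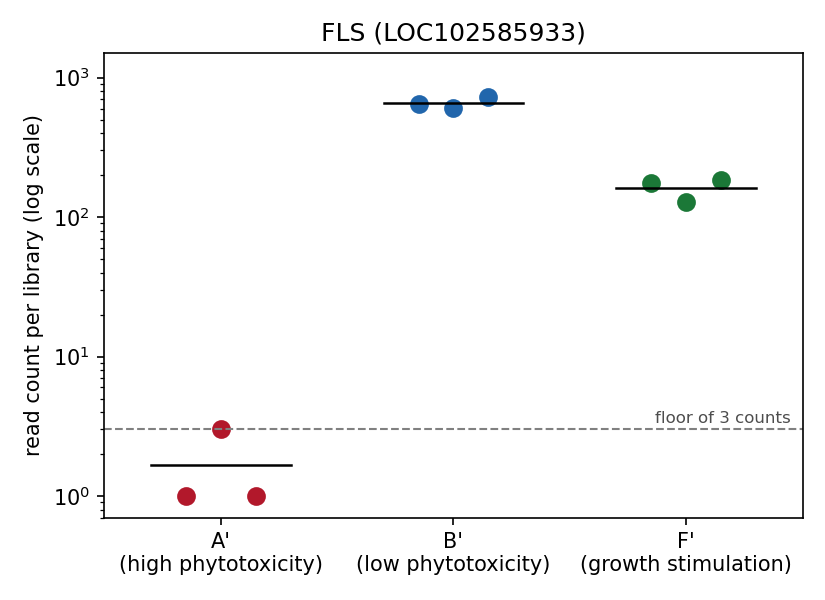
Read counts of LOC102585933 in each of the 9 libraries, on a log scale. Points are libraries, black lines are group means, and the dashed line is the floor of 3 counts. The A’ libraries lie at or under the floor, the B’ libraries between 603 and 726, and the F’ libraries between 128 and 184.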

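Both lists of DEGs after cutoff held 198 genes in common. These were 17.5% of the 1132 genes in either list and 14.9% of the summed lists. Of the common genes, 108 were higher in both B’ and F’ than in A’, 87 were lower in both, and 3 changed in opposite directions. If the lists were independent over the 18673 genes tested in both comparisons, 17.1 common genes would be found. Both comparisons use the same A’ libraries and so share their chance deviations. In 20 simulations against the same simulated A’ libraries, the estimated Log2FC were shuffled among genes of like expression, independently for B’ and F’. On average, 633.6 and 619.8 genes passed the cutoff, and 23 to 48 genes were common (mean 34). With B’ as the control of both comparisons, 219 genes were common, and with F’ as the control, 207. Without the cutoff on the Log2FC, 3300 DEGs were common, and 83.5% of them changed in the same direction. The test against a Log2FC of 2 left 50 common genes, and the fits without the filter on low counts gave 334.

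**Figure D2:**
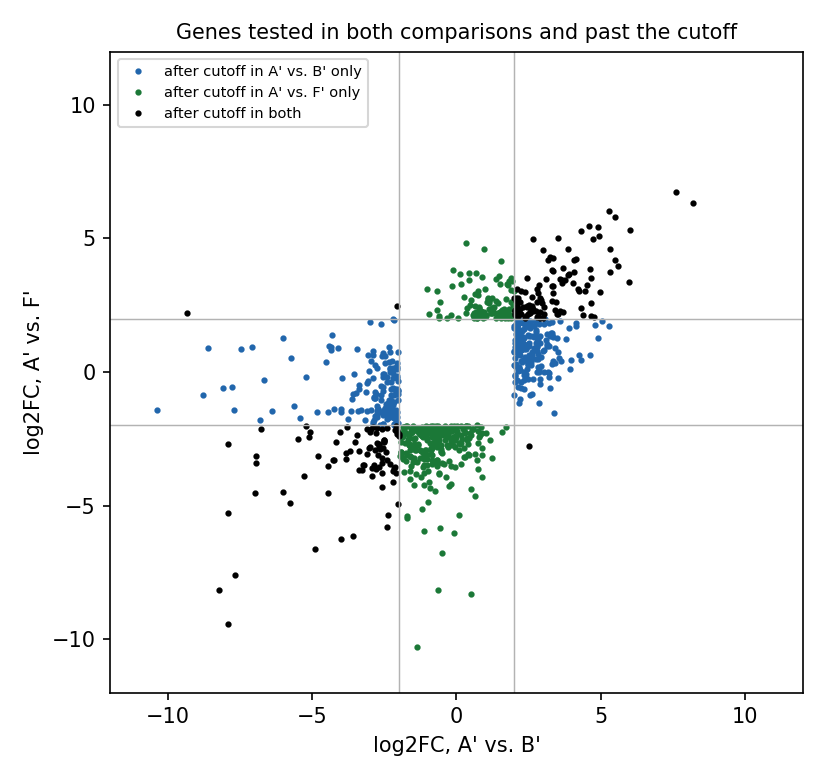
Log2FC in A’ vs. B’ (horizontal axis) against Log2FC in A’ vs. F’ (vertical axis) of genes tested in both comparisons and past the cutoff in at least 1 of them. Each point is a gene, grey lines mark a Log2FC of 2 and −2, and the black points are the 198 common genes, 3 of which lie in the upper left or lower right.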

Among 1558 significant DEGs detected after a sharp cutoff in the A’ vs. B’ and A’ vs. F’ comparison groups, only 209 DEGS were found to be common in both groups (Figure 2).

### 2.3. Gene Ontology (GO) Analysis of Differentially Expressed Genes (DEGs)

GO analysis was performed to classify the DEGs derived from the A’ vs. B’ and A’ vs. F’ comparison groups and divided these DEGs based on their biological process (BP), cellular component (CC), and molecular function (MF). The top ten most abundant GO terms are shown in Figure 3A,B. All the significant GO terms are listed in Table S2. 

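A GO annotation of all genes was not at hand, so gene sets were defined by words in the product names of the deposited tables. The photosystem and cell wall sets follow GO terms that the paper found in these same libraries, so their tests are not independent of that result. The photosystem set held 64 tested genes for chlorophyll a-b binding proteins and proteins of photosystems I and II. Its median Log2FC in A’ vs. B’ was −0.69 (adjusted p = 4.17e-19, limma’s camera test with an inter-gene correlation of 0.01). Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as small a p-value, the real one included. Of the 50 DEGs of the set, 49 were lower in B’. The mean log2 CPM of the set was between 9.34 and 9.70 in the A’ libraries and between 8.66 and 8.85 in the B’ libraries, so the groups differed by more than the spread between libraries. The lowest Log2FC belonged to LOC102602387, a photosystem II 5 kDa protein (−3.49, FDR 1.80e-07 in edgeR’s quasi-likelihood test). The highest belonged to LOC102588469, another locus for this protein (3.23, FDR 6.54e-05), and reads could have been split between such copies. The flavonoid set held 29 tested genes of flavonoid biosynthesis and modification and was not shifted as a whole (median Log2FC −0.10, adjusted p = 0.595 in limma’s camera test). Of its 14 DEGs, 6 were higher and 8 were lower in B’. Beside LOC102585933, the highest Log2FC was 3.96 for LOC102588381, a flavonoid 3’-monooxygenase-like gene (standard error 0.174, FDR 5.82e-08). The lowest was that of LOC102594469, of the same product, which was at least 7.01-fold lower in B’, where it was at the floor. Limma’s fry test does not set the genes of a set against the other genes, so it asks another question than the camera test. By the fry test, the photosystem set was lower in B’ (adjusted p = 0.00362). The flavonoid set was higher in B’ by the fry test (adjusted p = 0.0464), against the sign of its median and though 8 of its 14 DEGs were lower.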

The most significant GO terms for the DEGs in the A’ vs. B’ comparison group in the BP category were *photosynthesis, oxidation–reduction process*, and *secondary metabolic process*; the CC category, *photosystem*, *thylakoid membrane*, and *photosynthetic membrane*; and the MF category, *oxidoreductase activity*, *chlorophyll binding*, and *tetrapyrrole binding* (Figure 3A). 

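The cell wall set held expansins, xyloglucan endotransglucosylases, pectinesterases, pectate lyases, polygalacturonases, cellulose synthases and extensins. Over its 134 genes tested in A’ vs. F’, the median Log2FC was −0.40 (adjusted p = 2.58e-10, limma’s camera test). Without the filter on low counts, it was −0.11 (adjusted p = 3.16e-06, limma’s camera test). Of its 85 DEGs, 61 were lower and 24 were higher in F’. The lowest Log2FC were those of expansin-B3 (LOC102598311, −4.63) and probable pectate lyase 18 (LOC102602394, −4.02). The normalized count of the pectate lyase gene was 2254 ± 165 (SD, n = 3 libraries) in A’ and 140 ± 29.3 in F’ (standard error of the Log2FC 0.156, FDR 8.99e-10 in edgeR’s quasi-likelihood test). The highest belonged to a pectinesterase gene (LOC107060911), which was at the floor in A’ and at least 12.8-fold higher in F’. In A’ vs. B’, 5 of the 10 splits of the libraries gave the cell wall set as small a p-value, the real split included. With the real split, the median of the set was −0.24 (adjusted p = 0.0240 in limma’s camera test). That call was lost without the filter on low counts (median −0.12, adjusted p = 0.0655 in limma’s camera test) and without B’ replicate 3 (median −0.09, adjusted p = 0.0748 in limma’s camera test), and the adjusted p was between 0.00424 and 0.0473 in the other alternative fits (limma’s camera and fry tests). The photosystem set had a median Log2FC of −0.62 in A’ vs. F’ (adjusted p = 3.45e-14, limma’s camera test), and 49 of its 51 DEGs were lower in F’. Of the 10 splits of the libraries in A’ vs. F’, 3 gave the set as small a p-value, the real one included. The highest Log2FC of the set was 4.315, larger in size than the lowest. LOC102588469, a photosystem II 5 kDa protein, was between 4.09 and 4.54 when each library was left out in turn. The lowest Log2FC of the set was −3.93 for LOC102604990, a chlorophyll a-b binding protein 3C-like gene. LOC102605888, of the same product name, had a Log2FC of −3.43, and reads could have been split between such copies.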

The most significant GO terms for the DEGs in the A’ vs. F’ comparison group in the BP category were *cell wall organization or biogenesis*, *carbohydrate metabolic process*, and *photosynthesis*; the CC category, *extracellular region*, *photosystem*, and *external encapsulating structure*; and the MF category, *tetrapyrrole binding*, *oxidoreductase activity*, and *chlorophyll binding* (Figure 3B). The subgraph in BP induced by the ten most significant GO terms is presented in Figure S2.

### 2.4. Flavonol Synthase/Flavanone 3-Hydroxylase-like (FLS) Expression and Total Flavonoid Content Analyzes

We checked whether *FLS* expression levels differed in the individuals assigned to bulk samples A’, B’, and F’ (Figure 4, grey bars). Ranging from 5.8 × 10^−5^ to 7.7 × 10^−4^, the transcript levels of *FLS* in the individuals of A’ were the lowest, and these levels were significantly different from those in individuals assigned to the B’ and F’ samples. Among the B’ individuals, the transcript levels were between 2.2 × 10^−2^ and 7.3 × 10^−2^ and between 1.9 × 10^−2^ and 3.3 × 10^−2^ in the plants composing F’ (Figure 4, grey bars). The *FLS* upregulation, which was observed in bulk samples, was repeated in individuals characterized as having low phytotoxicity or stimulating mustard growth (Figure 4, grey bars). The total flavonoid content in the individuals of the A’ sample was significantly lower than in the B’ and F’ samples (Figure 4, blue dots). No significant differences were observed in total flavonoid content between samples B’ and F’.

### 2.5. Glycoalkaloid Composition in Bulk Samples A’, B’, and F’

To recognize glycoalkaloids that are represented in bulk samples A’, B’, and F’, we performed LC–MS analyses. Six glycoalkaloids were recognized (Table 4). Four glycoalkaloids were derived from the aglycon solanidine: solasonine, solamargine, α-solanine, and α-chaconine; one glycoalkaloid was derived from the aglycone leptinidine: leptinine I; and one glycoalkaloid was derived from 23-acetylleptinidine: leptine II (Table 4). In bulk sample A’, all six glycoalkaloids were present. α-Chaconine was the most abundant glycoalkaloid in bulk samples A’, B’, and F’ (52.8%, 57.7%, and 57.9%, respectively). Bulk samples B’ and F’ had similar glycoalkaloid compositions and frequencies, where α-solanine, α-chaconine, and leptinine I were present.

## 3. Discussion

A comprehensive meta-analysis of allelopathy confirmed that the effects of allelopathy on the germination and growth of test plants are more negative under controlled laboratory conditions (phytotoxicity) than under conditions that resemble natural ones [26]. It is highly possible that potato phytotoxicity induces responses in target plants that differ from those that may be observed during allelopathic interactions in the field; however, it cannot be inferred that allelopathy in potato fields is an inexistent phenomenon. Glycoalkaloids leached from potato tubers or from plant residues can accumulate in the soil (up to 0.6 kg ha^−1^) and remain there in high amounts until spring, thus affecting the following crops and soil microorganisms [27]. In the present study, we provide new insights into the quantitative nature of the phytotoxicity of potato plants.

In this study, we used the potato diploid population 15–1 to explore the phytotoxic effects of aqueous leaf extracts of potato on mustard. In the population, the phytotoxicity trait segregates and is highly variable. Extreme phenotypes that inhibit mustard growth by up to 59% as well as those that stimulate growth by up to 40% are recognized. The distribution of phytotoxicity deviates from normality and resembles a bimodal distribution, where individuals with moderate to high phytotoxicity and those that stimulate mustard growth constitute the majority. This is in contrast to the findings of other studies, where the distribution of phytotoxicity was close to normal and individuals with moderate effects constituted the majority [21]. Additionally, only negative effects on the growth of the test plants were observed [21]. Allelopathy/phytotoxicity is a complex trait that depends on many factors related to donor and acceptor plants; thus, owing to complex polygenic inheritance, this is an example of a quantitative trait, which is the outcome of relatively small effects of multiple genes [22,23,28]. The quantitative nature of allelopathic interactions has previously been recognized as a competitive advantage over neighboring plant species. It is estimated that variation in allelopathy within closely related species or individuals of the same species is significantly lower than that between distinct species [26]. However, intraspecific variation in allelopathy is common and is mainly related to plant habitat, as is the case for sumac (*Rhus tripartita*) growing in various locations [29]. Variation in allelopathy may also be associated with genotype, e.g., variation could be related to a specific mutation, as was shown in *Arabidopsis thaliana* accessions in which the absence of the biosynthetic pathways of an indolic glucosinolate hydrolysis product was found to cause the variation [30]. In all these cases, regardless of the source of variability, allelopathy is based on different compositions of metabolites, which ultimately constituted a specific fingerprint and characterized the plant phenotype [29,30]. Therefore, we argue that in the case of the 15–1 population, the variability of phytotoxicity is mainly genotype-dependent.

Since glycoalkaloids are the main secondary metabolites in potato and are direct causes of soil fatigue after potato cultivation, we analyzed the glycoalkaloid content in leaf extracts of all the individuals in the potato population. Interestingly, the correlation between the glycoalkaloid content and the phytotoxicity was not statistically significant. This result is in contrast with that of our previous study [17], in which glycoalkaloid content was correlated with phytotoxicity in a group of potato genotypes that had no common origin and constituted various ploidy levels (cultivars, diploid hybrids, and wild species). In the progeny of a half-sib family, these relations may be different given a more homogeneous genetic background. *S. chacoense* was used in this study as a male parent. In *S. chacoense*, the glycoalkaloid content segregates in individuals among progeny generated by crossing [31]. Based on phytotoxicity and glycoalkaloid content, individuals were assigned to six groups to observe the relationships between these two traits in the population (Table 2). A group of plants with low glycoalkaloid content and high phytotoxicity constituted 44% of the progeny, which could be the reason for the nonsignificant correlation in this population.

We hypothesized that various glycoalkaloid compositions among the progeny may be reflected in the different mustard responses to the direct phytotoxic effects of potato leaf extracts.

To more effectively identify genes and glycoalkaloids that may underlie phytotoxicity, we analyzed bulk samples consisting of individuals with high glycoalkaloid content that affect mustard in three different ways: induce high phytotoxicity (bulk sample A’), induce very low phytotoxicity (bulk sample B’), and stimulate growth (bulk sample F’). Recently, there has been little interest in exploring the genetic and molecular basis of positive effects between plants despite numerous studies on a general description of positive effects, such as those in agricultural intercropping systems [32,33]. Here, we also explore positive effects.

The gene expression patterns differ when samples of high phytotoxicity are compared with those of low phytotoxicity or those that stimulate mustard growth. Indeed, only 13.5% of DEGs were common among these different comparison groups (Figure 2). 

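A principal component analysis of the expression of all tested genes separated the libraries by group. Component 1 held 39% of the variance and placed the A’ libraries between 55.5 and 64.6, with the B’ and F’ libraries between −62.9 and −1.84. Component 2 held 38.2% and placed the B’ libraries between 35.7 and 43.9 and the F’ libraries between −65.9 and −59.0. Across the genes tested in both comparisons, which are not independent replicates, Pearson’s r between the Log2FC of A’ vs. B’ and that of A’ vs. F’ was 0.522, and 68.6% of the genes had the same sign. In 20 simulations of unchanged groups, in which both comparisons used the same simulated A’ libraries, the mean r was 0.523 and the mean share of the same sign was 67.2%, with no gene past the cutoff. In 20 further simulations, the estimated Log2FC of all genes were shuffled among genes of like expression, independently for B’ and F’. The mean r was then 0.066 (at most 0.085) and the mean share was 53.3%. The shuffled values carry the noise of the estimates as true change, so the low r is partly set by the simulation. With B’ as the control of both comparisons, r was 0.547, and with F’ as the control, it was 0.527. From the small share of common DEGs, the paper concludes that gene expression patterns differ when samples of high phytotoxicity are compared with those of low phytotoxicity or with those that stimulate mustard growth.

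**Figure D3:**
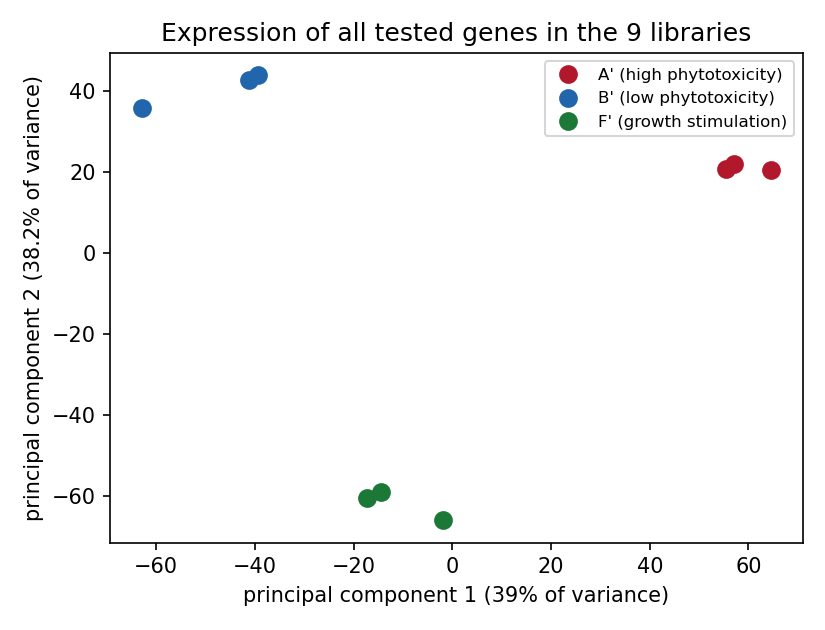
Scores of the 9 libraries on principal components 1 (39% of the variance) and 2 (38.2%) of log2 CPM. Each point is a library, coloured by group, and the 3 groups lie apart.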

Among the ten most abundant transcripts between these comparisons, the upregulated gene *FLS* was common (Table 3). 

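The upregulated genes that Table 3 lists for both comparisons are 3 loci. Beside LOC102585933, they are LOC107057684, a G-type lectin S-receptor-like serine/threonine-protein kinase, and LOC102579990, an uncharacterized protein. LOC107057684 had 0 counts in each A’ library, 15, 19 and 16 counts in the B’ libraries and 24, 6 and 17 counts in the F’ libraries, and had too few counts to be tested in A’ vs. F’. LOC102579990 had 0 counts in each A’ library, 26, 25 and 30 counts in the B’ libraries and 12, 15 and 15 counts in the F’ libraries. It was at least 7.20-fold higher in B’ (FDR 8.11e-05 in edgeR’s quasi-likelihood test) and at least 4.10-fold higher in F’ (FDR 2.98e-04). The downregulated genes listed for both comparisons are 2 loci without a product name, LOC102588561 and LOC102606330.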

*FLS* is a key enzyme of the flavonoid biosynthetic pathway. Several *FLS* homeologs encode isoforms displaying bifunctional activity, *FLS* activity and flavanone 3-hydroxylase (F3H) activity, all of which are relevant for flavonol accumulation in plant tissues [34].

GO analysis classified the genes that were differentially expressed between the bulk comparison groups: high phytotoxicity vs. low phytotoxicity (A’ vs. B’) and high phytotoxicity vs. stimulating mustard growth (A’ vs. F’). We induced subgraphs for the ten most significant GO terms. In the BP category, although most of the GO terms were classified under the higher-level node, namely, *cellular process* and *metabolic process*, both comparisons showed differences. In the common node *metabolic process* and for terms that are grouped under the node *photosynthesis,* however, many GO terms in A’ vs. B’ refer to *secondary metabolic process*, while in A’ vs. B’, they refer to *carbohydrate metabolic process*. There is also a third, additional node that differentiates both comparisons: *response to stimulus* (in A’ vs. B’) and *cellular component organization or biogenesis* (in A’ vs. F’). This indicated a metabolic shift between the potato groups, and such differences in metabolism could be a source of different physiological responses in mustard. This may also explain changes in the composition of secondary metabolites, such as glycoalkaloids. 

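Differences between B’ and F’ were tested directly, with B’ as the control, on the 22988 genes common to both comparisons. The cell wall set was lower in F’ (median Log2FC −0.27 over 136 genes, adjusted p = 0.00367 in limma’s camera test), but 4 of the 10 splits of these 6 libraries gave as small a p-value. The photosystem set (median 0.13, adjusted p = 0.0973) and the flavonoid set (median −0.07, adjusted p = 0.509) did not differ as sets in limma’s camera test. In limma’s fry test, the flavonoid set was lower in F’ (adjusted p = 0.0109). Single flavonoid genes did differ. LOC102588381 was lower in F’ than in B’ (Log2FC −3.53, standard error 0.202, FDR 2.45e-06 in edgeR’s quasi-likelihood test), and LOC102603761 was higher in F’ (Log2FC 2.38, standard error 0.149, FDR 3.52e-06).

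**Figure D4:**
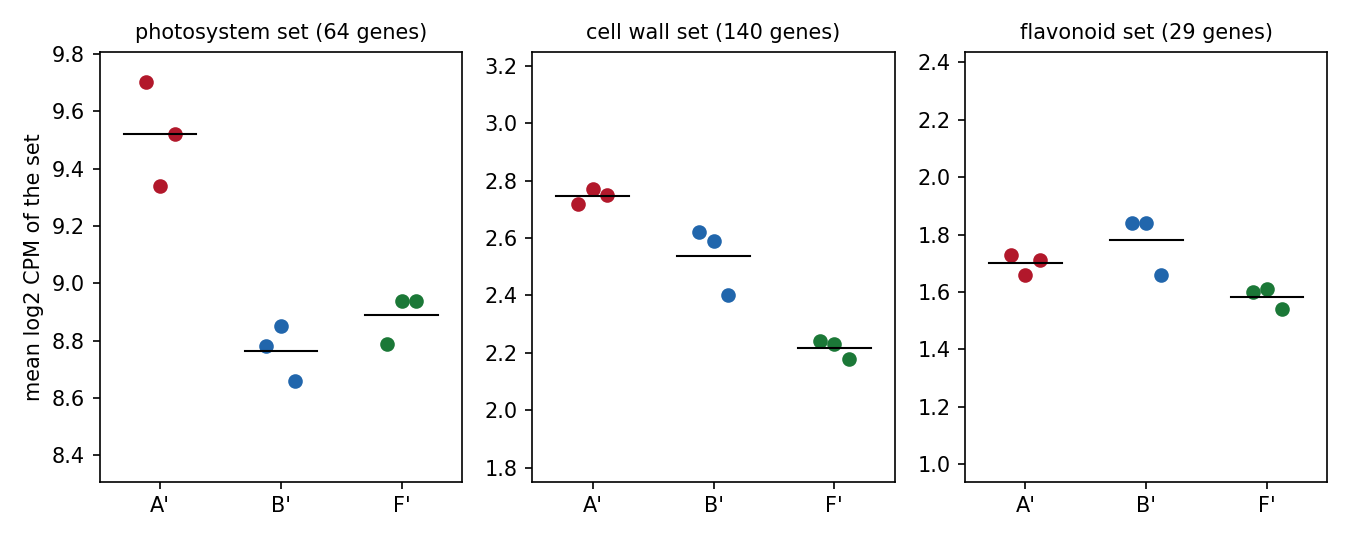
Mean log2 CPM of the photosystem, cell wall and flavonoid sets in each library, by group. Points are libraries and black lines are group means. The photosystem set is higher in the A’ libraries (9.34 to 9.70) than in the B’ and F’ libraries (8.66 to 8.94), and the cell wall set is lowest in the F’ libraries (2.18 to 2.24).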

All the analyzed bulk samples have high glycoalkaloid contents; nevertheless, the samples with high phytotoxicity (A’) significantly vary in glycoalkaloid composition and frequency from samples with low phytotoxicity (B’), which stimulates growth (F’). Sample A’ consists of the six recognized glycoalkaloids (α-solanine, α-chaconine, leptinine I, leptine II, solasonine, and solamargine) and have high phytotoxicity. In samples B’ and F’, leptine II, solasonine, and solamargine are absent (Table 4). It was previously noted that solasonine and solamargine present in a mixture may act synergistically and inhibit plant growth more strongly than each compound separately could [35]. When solanine and solamargine are present simultaneously in their leaf extracts, individuals are highly phytotoxic despite having a low glycoalkaloid content [18]. Thus, the lack of solasonine and solamargine in B’ and F’, rather than the various percentages of each glycoalkaloid, is involved in the low phytotoxicity of these samples. We concluded that the glycoalkaloid composition, not the glycoalkaloid content in general, may play a leading role in potato phytotoxicity. Glycoalkaloids biosynthesis is governed by the GAME gene family and at least 38 additional genes that are co-expressed with GAME genes, including genes of the mevalonic acid or sterol biosynthesis pathways [31]. 

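Of the 245 genes tested in A’ vs. B’ whose product name holds glycosyl-, glucosyl-, rhamnosyl-, galactosyl- or xylosyltransferase, 23 (9.39%) passed the cutoff, 9 of them higher and 14 of them lower in B’. Among all tested genes, 3.41% passed (two-sided Fisher’s exact test, p = 1.17e-05). In A’ vs. F’, 18 of 235 such genes (7.66%) passed, against 3.56% of all tested genes (p = 0.00214, Fisher’s exact test), 9 of them in each direction. Several of these genes share a product name with another locus, and reads could have been split between such copies. The sterol and glycoalkaloid set, 44 tested genes with sterol, glycoalkaloid and related words in their product names, sterol-binding proteins and acyltransferases among them, had a median Log2FC of −0.33 in A’ vs. B’ (adjusted p = 6.89e-07, limma’s camera test) and of −0.33 in A’ vs. F’ (adjusted p = 7.11e-07). It did not differ between B’ and F’ (adjusted p = 0.679, limma’s camera test). The mean log2 CPM of the set was between 4.73 and 4.78 in the A’ libraries, between 4.11 and 4.29 in the B’ libraries and between 4.20 and 4.30 in the F’ libraries. Delta(24)-sterol reductase-like (LOC102584296) had a normalized count of 5648 ± 548 (SD, n = 3 libraries) in A’ and 583 ± 133 in B’, with a Log2FC of −3.28 (standard error 0.179, FDR 2.48e-07 in edgeR’s quasi-likelihood test). Its Log2FC in A’ vs. F’ was −3.68 (standard error 0.132, FDR 4.53e-10). 3-Hydroxy-3-methylglutaryl-coenzyme A reductase 2 (LOC102577899) changed in the opposite direction, with a Log2FC of 1.92 in A’ vs. B’ (FDR 2.25e-06) and of 1.34 in A’ vs. F’ (FDR 9.87e-06).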

Here, transcriptomic data indicate that in A’, B’, and F’ samples, various types of glycosyltransferases may affect glycoalkaloid composition. Glycosyltransferases transfer the sugar moiety from one compound to another. In the case of glycoalkaloids, e.g., the transfer of rhamnose to α-solanine produces α-chaconine. In the comparison A’ vs. B’, putative *UDP-rhamnose:rhamnosyltransferase 1* (Log_2_FC = 4.80) and in the comparison A’ vs. F’, *rhamnose:beta-solanine/beta-chaconine rhamnosyltransferase* (Log_2_FC = −3.03) are most pronounced glycosyltransferases. Thus, different compositions of glycoalkaloids within the groups could be caused by both, various activities of glycosyltransferases and specific allele configurations of the genes involved in glycoalkaloids biosynthesis. 

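Putative UDP-rhamnose:rhamnosyltransferase 1 (LOC102600828), between positions 165869 and 167323 of a contig of chromosome 11, had 0 counts in each A’ library and 8, 8 and 3 counts in the B’ libraries. It had too few counts to pass the filter of the test and was at least 1.71-fold higher in B’. Without the filter, its fitted Log2FC was 5.55 (FDR 0.0119 in edgeR’s quasi-likelihood test). In the F’ libraries, it had 1, 2 and 2 counts, so that A’ and F’ were both at the floor. Rhamnose:beta-solanine/beta-chaconine rhamnosyltransferase (LOC102577928), between positions 279904 and 281586 of an unplaced contig, had a normalized count of 1818 ± 98.5 (SD, n = 3 libraries) in A’ and 224 ± 19.2 in F’. Its Log2FC was −3.02 (from −3.11 to −2.98 when each library was left out in turn, FDR 1.46e-09 in the same test). In A’ vs. B’, the gene fell further, with a Log2FC of −3.84 (standard error 0.166, FDR 5.12e-08), from 1906 ± 101 to 133 ± 28.4 normalized counts. The highest Log2FC of a tested glycosyltransferase in A’ vs. B’ was 8.70, for UDP-glycosyltransferase 71E1-like (LOC102594045), which was at the floor in A’ and at least 15.3-fold higher in B’. Among those that were not at the floor, the highest was 4.67 in A’ vs. B’, for a beta-D-glucosyl crocetin beta-1,6-glucosyltransferase-like gene (LOC102596548), and 4.83 in A’ vs. F’, for a zeatin O-glucosyltransferase-like gene (LOC107061998). The lowest Log2FC was −4.46 in A’ vs. B’, for zeatin O-glucosyltransferase-like (LOC107063221), and −6.13 in A’ vs. F’, for kaempferol 3-O-beta-D-galactosyltransferase-like (LOC102580477).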

Further analyses should include the recognition of glycoalkaloids in all individualsof a population and correlations between specific glycoalkaloids and phytotoxicity.

Individuals with low phytotoxicity and those that stimulate mustard growth have similar compositions and abundance of glycoalkaloids despite inducing various responses in the target plants. The data suggest that, apart from glycoalkaloids, other metabolites may drive phytotoxicity; we suppose that these other metabolites could in particular be flavonoids since a higher level of *FLS* expression found in these individuals was associated with higher levels of total flavonoid content. Specific mutations in flavonoid-related genes give rise to various metabolic profiles of flavonoids that differ in their content and composition [36]. Quantitative and qualitative changes in flavonoids may reflect plant physiological processes and responsiveness to abiotic stresses and biotic interactions, including allelopathy [37,38]. We previously noted that the addition of the flavonoid quercetin to a solution of α-solanine significantly reduced its negative effect on mustard growth [17]. In this case, due to their radical-scavenging abilities, flavonoids can act as antioxidants [39], counteracting the negative effects induced by glycoalkaloids in target plants. Despite groups B and F possessing similar glycoalkaloid composition and similar flavonoid content, the flavonoid composition or quantity of a particular compound of the highest biological activity may be different. Thus, we suppose the major difference between groups B and F that affects phytotoxicity is the different composition of flavonoids and/or other compounds that are present in the potato extract.

Our results confirmed that phytotoxicity in the studied segregating potato population is complex and related to both genetic and metabolic factors. However, due to the quantitative nature of the trait, identifying a single gene or process that would be fully responsible for the phenomenon with such a complex trait as phytotoxicity is practically impossible. The differences in phytotoxicity among individuals of the population most likely arise from the different expression patterns of genes that are involved in the biosynthesis of secondary metabolites. Such differences may be translated into various metabolite profiles in each individual plant. Prediction of phytotoxicity in a population after the crossing of parents with extremely contrasting phenotypes is difficult since high glycoalkaloid contents are not always associated with high phytotoxicity. Thus, we concluded that the composition of glycoalkaloids in potato leaf extracts may be a driving force of phytotoxicity rather than the total glycoalkaloid content itself. Screening of populations obtained in breeding programs could be extended to agroecological traits such as phytotoxicity. Our study revealed the possible involvement of *FLS* in this phenomenon, which has not been described in recent allelopathy/phytotoxicity studies in plants. It is also highly desirable to extend this study to metabolite profiling, in particular flavonoid profiling, in all individualsof the population to identify a direct link between genotype and metabolic phenotype. This could serve as a starting point that will enable the development of management strategies in an agroecological context for the sustainable selection of germplasm to improve crop yields and competitive advantages against weeds.

## 4. Materials and Methods

### 4.1. Plant Material

The potato diploid population 15–1 (progeny, *n* =  113) was derived from a cross of the diploid *Solanum* hybrid DG 88–89 (female parent, generated at the Plant Breeding and Acclimatization Institute, National Research Institute, Młochów, Polandand the wild species *S. chacoense* (male parent, accession POL003:333133 obtained from National Centre for Plant Genetic Resources, Radzików, Poland). DG 88–89 has a low glycoalkaloid content (5.2 μg mL^−1^) and low phytotoxicity (99%), while *S. chacoense* has a high glycoalkaloid content (55.6 μg mL^−1^) and high phytotoxicity (30%). The potato diploid population in 2016 was grown in a greenhouse in triplicate, and at full anthesis, 5 g of fully expanded leaflets from the middle of the plant was collected from each of 113 individuals, immediately frozen in liquid nitrogen, and stored at −80 °C until use.

### 4.2. Evaluation of The Phytotoxicity of Potato Leaf Extracts

One gram of ground potato leaf tissue from three clones of each individual of the 15–1 population was added to 100 mL of distilled water (1% *w*/*v* leaf extract) and shaken for 12 h on a laboratory shaker. The plant tissue was separated from the extract using filter paper. The phytotoxicity was evaluated against the test plant, mustard cv. Rota in three repetitions of each of the three extracts of the individual (*n* = 9). Mustard was chosen for this test since it is tolerant to allelochemicals cultivation [40,41] and is used as a cover crop in potato. Germinated seeds of mustard were transferred into Petri dishes filled with filter paper soaked in water (control) or in potato leaf extracts from each individual of the 15–1 population and incubated for 5 days. The lengths of the control seedlings and those incubated with potato leaf extracts were measured. Phytotoxicity is described as the percentage of the length of the seedlings treated with potato leaf extract in relation to the length of the water-treated control plants, where a percentage greater than 100% indicates growth stimulation and a percentage less than 100% indicates growth inhibition.

The glycoalkaloid content in the potato leaf extracts of each individual of 15–1 population was determined using the colorimetric method according to [42], with modifications as described by [17].

Based on the phytotoxicity of and glycoalkaloid content in the potato leaf extracts of all 113 individuals of the 15–1 population, individuals were assigned to groups A-F according to the following criteria: high, glycoalkaloid content ≥20 µg mL^−1^ and phytotoxicity ≤80%; low, glycoalkaloid content <20 µg mL^−1^ and 100%≥ phytotoxicity >80%; and growth stimulation ≥101%. Groups A, B, and F were selected for further analysis. Plants in these groups were characterized by high glycoalkaloid content in their leaf extracts and had various levels of phytotoxicity: members of group A had high phytotoxicity, members of group B had low phytotoxicity, and members of group F stimulated mustard growth.

### 4.3. Construction of Bulk Samples

Three bulk samples were constructed: A’, B’, and F’. Each bulk sample was prepared from the leaves of three individuals from groups A, B, and F. Such an approach allows for a transition from a population-level scale to selected individuals representing particular phenotypes in the population [43].

The leaf samples were ground in liquid nitrogen, mixed together to form bulk samples. All bulk samples A’, B’, and F’ were used for the analysis of the glycoalkaloid content in the potato leaf extracts. The samples were subsequently subjected to RNA sequencing (RNA-seq), *FLS* expression, and glycoalkaloid composition analyses.

### 4.4. RNA-Seq and GO Analyses of Bulk Samples

For RNA-seq analyses, bulk samples A’, B’, and F’ prepared as described in Section 4.3 were used. RNA from the bulk samples was isolated using TRIzol reagent according to the methods of [44]. cDNA libraries were subsequently prepared using a Dynabeads^®^ mRNA Purification Kit (Ambion, 61,006) and a MGIEasy RNA Directional Library Prep Set (MGI, 1000006386), both of which were used according to the manufacturers’ protocols. The established cDNA libraries were sequenced on a BGISEQ−500 sequencing platform (BGI Genomics, China) by staff at Genomed^®^ (Warsaw, Poland) and subjected to bioinformatic treatment as described by [18]. The DEGs were identified after comparing A’ and B’ and A’ and F’. The results were expressed as Log_2_FC, and DEGs were with an FDR-adjusted *p*-value of <0.05 and 2.0 ≤ log_2_FC ≤ −2.0 were considered significant.

GO analysis was performed using Trinotate software, which followed the translation of the gene nucleotide sequences into amino acid sequences (Transdecoder software) and their annotation in the Swiss-Prot database. Using the topGO package, we assigned the GO terms with a significantly increased frequency of occurrence among DEGs in the A’ vs. B’ and A’ vs. F’ comparison groups according to the *classic* method.

### 4.5. Expression Level of FLS and Total Flavonoid Content

Leaves of three individuals assigned to bulk samples A’, B’, and F’ were ground individually in liquid nitrogen. Total RNA was isolated using a Total RNA Mini kit (A&A Biotechnology, Poland 031–100) according to the manufacturer’s protocol. cDNA was synthesized using a Maxima First Strand cDNA Synthesis Kit for RT–qPCR (Thermo Fisher Scientific, K1672) equipped with dsDNase. The expression of the *FLS* gene (LOC102585933) was measured using RT–qPCR. The primer sequences used for the target gene were 5′-TATCCCTGGCACTTTTGTTGTC-3′ (forward) and 5′-TTGGGCTTTAATATAGTCCTTGTA-3′ (reverse). Potato β-tubulin was used as a reference gene, and the primer sequences were described by [45]. SYBR Green PCR Master Mix (Roche, Switzerland) and 96-well plates in conjunction with a LightCycler 480 II system (Roche, Switzerland) were used. One microliter of cDNA corresponding to 50 ng of total RNA was taken for analysis of each sample. The thermal cycling conditions were as follows: 15 min of denaturation at 95 °C, followed by 40 cycles of 10 s at 95 °C, and 30 s at 60 °C. To confirm the amplification of gene-specific products, the PCR product melting point was determined in the range of 68–95 °C. Three technical replicates of the progeny were included. Relative expression levels were calculated in Microsoft Excel 2010. *T*-tests for ΔΔcycle threshold (Ct) values and calculations of standard errors (SEs) of the means were performed and determined with Statistica software (StatSoft, Inc., Poland) Tulsa, OK, USA).

Total flavonoid content was measured in potato leaf extracts of individuals assigned to bulk samples A’, B’, and F’ according to the method of [46] in modification as described in [17]. Briefly, to 0.5 mL of 1% potato extracts, the following reagents were added sequentially: 1.5 mL of 96% ethanol, 0.1 mL of 10% aluminum chloride (*w*/*v*), 0.1 mL of 1 M potassium acetate, and 2.8 mL of distilled water. Absorbance was measured after 40 min of incubation at room temperature on the Hitachi U−1900 (Tokyo, Japan) spectrophotometer at a wavelength of 415 nm. The total flavonoids were expressed as an equivalent of quercetin.

### 4.6. Analysis of The Glycoalkaloid Composition in Potato Leaf Extracts

Water extracts (1% *w*/*v*) were prepared from the A’, B’, and F’ bulk samples as described in Section 4.2 to determine the glycoalkaloid composition. To calculate the percentage of glycoalkaloids recovered, α-solamarine was added as an internal standard to each potato leaf extract sample (final concentration of 10 ng μL^−1^). The control sample consisted of α-solamarine at the same concentration as that dissolved in water. A total of 750 μL of acetonitrile acidified with 1% formic acid was added to the same amount of potato leaf extract sample and passed through a sterilizing filter (0.2 μm, Nalgene™). Then, the glycoalkaloid fraction was isolated using the solid phase associated with the QuEChERS (UTC) technique. The supernatant was diluted 10-fold with methanol. HPLC–MS analysis was performed on a Dionex 3000 RS-HPLC equipped with a DGP−3600 pump, a WPS-3000 TLS TRS autosampler, a TCC-3000 RS column compartment (Dionex Corporation, CA, USA), and a Bruker micrOTOF-QII mass spectrometer (Bruker Daltonics, Bremen, Germany). The chromatographic column was a 50 × 3.1 (i.d.)-millimeter Thermo Scientific Hypersil GOLDc column with 1.9 μm particles (Part No. 25002–052130, Serial No. 0110796A6, Lot No. 10922).

The results are expressed as the frequency of each compound in the glycoalkaloid fraction found in the sample.

## Figures and Tables

**Figure 1:**
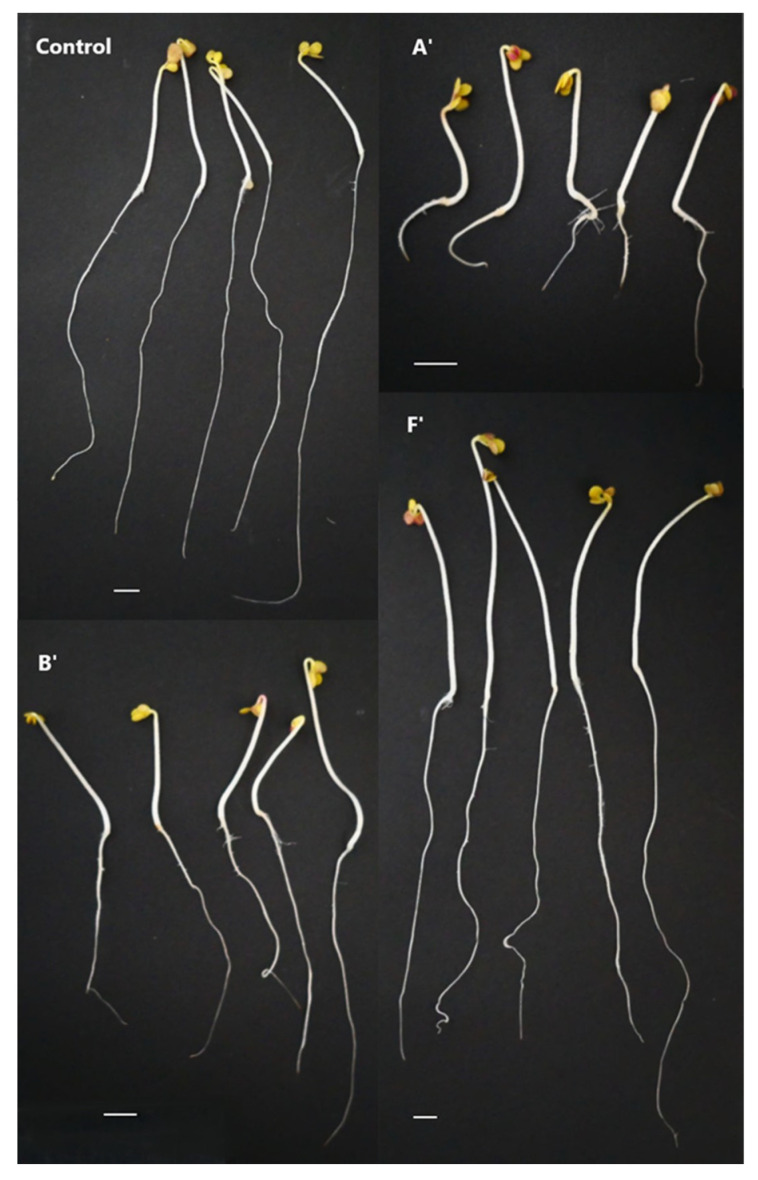
Mustard seedlings that grew for 5 days in water (control) and in potato leaf extracts of A’, B’, and F’ bulk samples. Bars: 1 cm.

**Figure 2:**
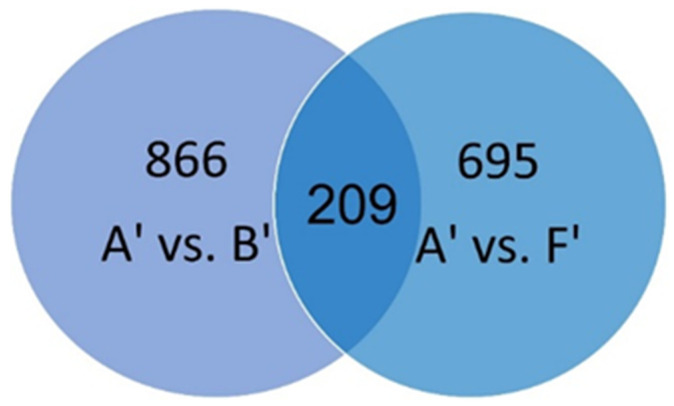
Venn diagram showing the relationships between DEG groups after comparisons of A’ vs. B’ and A’ vs. F’ after a sharp cutoff (FDR-adjusted *p* value < 0.05 and 2.0 ≤ Log_2_FC ≤ −2.0).

**Figure 3:**
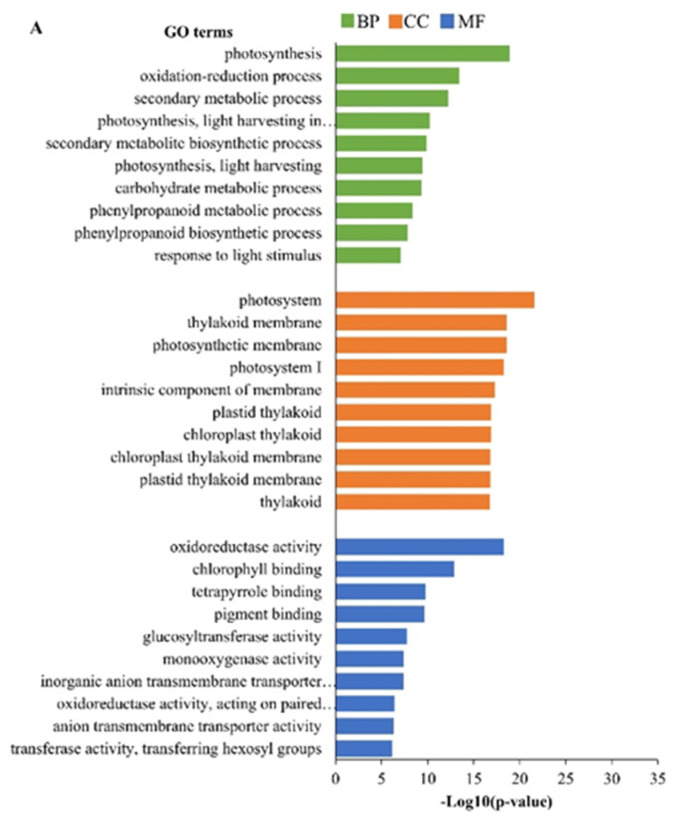

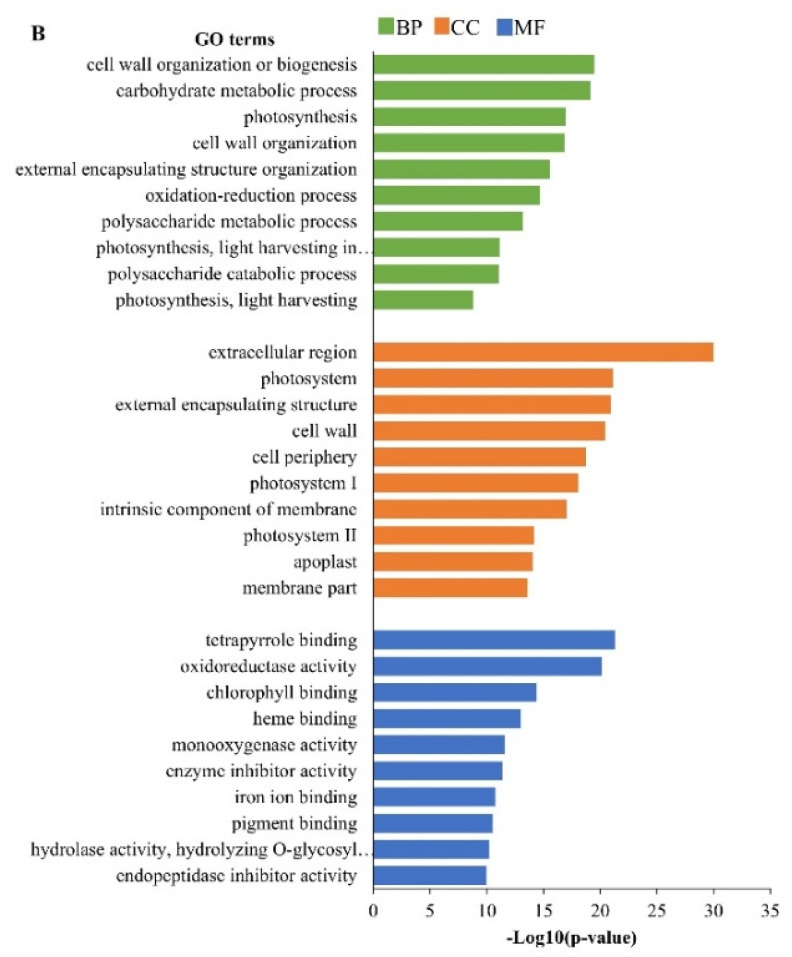
Top ten most enriched GO terms (*p* value ≤  0.05) of DEGs in the (**A**) A’ vs. B’ and (**B**) A’ vs. F’ comparison groups. The green, orange, and blue colors represent the GO terms belonging to biological processes (BP), cellular components (CC), and molecular functions (MF), respectively.

**Figure 4:**
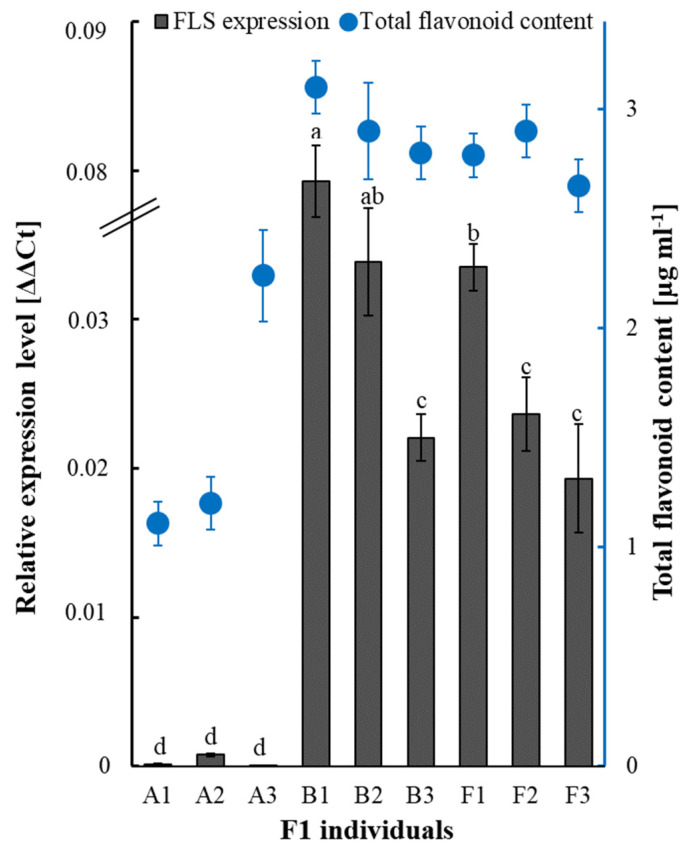
Relative expression level of the *FLS* gene (left axis) and total flavonoid content (right axis) in F1 individuals assigned to bulks A’, B’, and F’. a, b, c, d: homogeneous groups for *FLS* expression level (post hoc Tukey’s honestly significant difference (HSD) test); bars: means ± SD.

**Table 1:** Summary of the glycoalkaloid content and phytotoxicity distribution in the 113 individuals.

Trait	Average	Minimum	Maximum	±SD	Trait Distribution ^1^	
					W Value	*p*
Glycoalkaloid content [μg mL^−1^]	10.764	1.063	46.653	10.943	0.806	<0.000
Phytotoxicity * [%]	86.743	41.618	140.227	28.283	0.934	<0.000

^1^ Shapiro–Wilks test, * Expressed as % of control seedling length.

**Table 2:** Characteristics of groups A-F recognized in population 15–1 based on the glycoalkaloid content and phytotoxicity.

Group	Glycoalkaloid Content ^1^	Phytotoxicity	Number of F1 Individuals (Frequency)
A	High	High	5 (4%)
B	High	Low	8 (7%)
C	Low	High	50 (44%)
D	Low	Low	10 (9%)
E	Low	Growth stimulation	30 (27%)
F	High	Growth stimulation	10 (9%)

^1^ high = glycoalkaloids ≥ 20 µg mL^−1^ and phytotoxicity ≤ 80%; low = glycoalkaloids < 20 µg mL^−1^ and 100% ≥ phytotoxicity > 80%; and growth stimulation ≥ 101%.

**Table 3:** The ten most abundant transcripts of upregulated and downregulated genes according to the RNA-seq data following a comparison of bulk samples A’ vs. B’ and A’ vs. F’.

Locus	Log_2_FC	*p*-Value ^2^	Product Name
A’^1^ vs. B’			
***upregulated DEGs***			
LOC102585933	8.30	9.63 × 10^−36^	**flavonol synthase/flavanone 3-hydroxylase-like**
LOC102594045	7.96	1.27 × 10^−10^	UDP-glycosyltransferase 71E1-like
LOC102584518	7.05	2.60 × 10^−25^	metal transporter Nramp5-like
LOC107057710	6.93	1.12 × 10^−7^	uncharacterized protein At1g18380-like
LOC102579990	6.87	1.04 × 10^−7^	uncharacterized protein LOC102579990
LOC107057684	6.18	5.55 × 10^−5^	G-type lectin S-receptor-like serine/threonine-protein kinase At4g27290
LOC102590804	6.16	2.38 × 10^−6^	nodulation receptor kinase-like
LOC102590432	6.13	1.54 × 10^−6^	probable L-type lectin-domain containing receptor kinase S.5
LOC102596031	6.08	1.24 × 10^−21^	uncharacterized LOC102601567. transcript variant X2
LOC102601567	6.08	1.15 × 10^−14^	uncharacterized protein At1g28695-like
***downregulated DEGs***			
LOC107058371	−10.00	4.61 × 10^−15^	chitin-binding lectin 1-like
LOC102605914	−8.96	7.09 × 10^−12^	putative UPF0481 protein At3g02645
LOC102579908	−8.39	4.85 × 10^−10^	uncharacterized protein LOC102579908
LOC102603653	−8.21	8.76 × 10^−10^	WD repeat-containing protein 48-like. transcript variant X2
LOC102594853	−8.20	3.90 × 10^−43^	Werner Syndrome-like exonuclease
LOC102596193	−8.13	5.76 × 10^−10^	uncharacterized protein LOC102596193
LOC102606330	−8.06	7.35 × 10^−25^	-
LOC102588561	−7.83	1.01 × 10^−8^	-
LOC102599813	−7.51	7.20 × 10^−8^	2-isopropylmalate synthase A-like
LOC102578236	−7.50	3.94 × 10^−8^	-
A’ vs. F’			
***upregulated DEGs***			
LOC102605504	7.07	6.44 × 10^−8^	probable trans−2-enoyl-CoA reductase. mitochondrial
LOC107061996	6.72	2.67 × 10^−7^	zeatin O-glucosyltransferase-like
LOC102585933	6.40	1.27 × 10^−20^	**flavonol synthase/flavanone 3-hydroxylase-like**
LOC102584318	6.38	1.69 × 10^−6^	uncharacterized LOC102584318. transcript variant X3
LOC102597028	6.31	4.30 × 10^−6^	uncharacterized protein LOC102597028
LOC107057684	6.18	8.19 × 10^−6^	G-type lectin S-receptor-like serine/threonine-protein kinase At4g27290
LOC102582531	6.08	5.30 × 10^−21^	replication protein A 70 kDa DNA-binding subunit B-like. transcript variant X11
LOC102579990	6.06	1.02 × 10^−5^	uncharacterized protein LOC102579990
LOC102591096	5.97	4.58 × 10^−6^	probable S-adenosylmethionine-dependent methyltransferase At5g38100
LOC102584503	5.90	3.28 × 10^−14^	small heat shock protein. chloroplastic
***downregulated DEGs***			
LOC102602896	−9.85	1.48 × 10^−14^	cytochrome P450 72A15-like
LOC102606330	−9.83	9.54 × 10^−15^	-
LOC102578543	−8.42	3.99 × 10^−14^	salicylate carboxymethyltransferase-like
LOC102603573	−7.84	1.12 × 10^−8^	uncharacterized LOC102603573. transcript variant X5
LOC102588561	−7.70	1.87 × 10^−8^	-
LOC107060242	−7.15	5.69 × 10^−7^	uncharacterized LOC107060242. transcript variant X2
LOC102584808	−7.05	9.08 × 10^−10^	intracellular ribonuclease LX-like
LOC102577909	−6.38	1.29 × 10^−14^	cysteine protease inhibitor 8-like
LOC107058413	−6.24	7.30 × 10^−5^	uncharacterized LOC107058413. transcript variant X1
LOC102595577	−6.22	1.80 × 10^−5^	cation/H(+) antiporter 18-like

^1^ A’ is considered as a control sample in this comparison, ^2^ FDR adjusted *p*-value, Bolded–gene of special interest after comparison of bulk samples A’ vs. B’ and A’ vs. F’.

**Table 4:** Glycoalkaloids recognized in the bulk samples A’, B’, and F’.

	Glycoalkaloids Frequency [%]					
Bulk	Leptinine I	Leptine II	Solasonine	Solamargine	α-Solanine	α-Chaconine
A’	2.8	5.0	4.2	8.0	27.2	52.8
B’	8.3	-	-	-	34.0	57.7
F’	6.6	-	-	-	35.5	57.9

## Data Availability

All raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus [GEO] repository under the link (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186482, accessed on 27 October 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24021657/s1.

# Supplementary material for: Glycoalkaloid Composition and Flavonoid Content as Driving Forces of Phytotoxicity in Diploid Potato
**Source:** Int J Mol Sci. 2023 Jan 14;24(2):1657. doi: 10.3390/ijms24021657
**Supplement:** Supplementary file 1

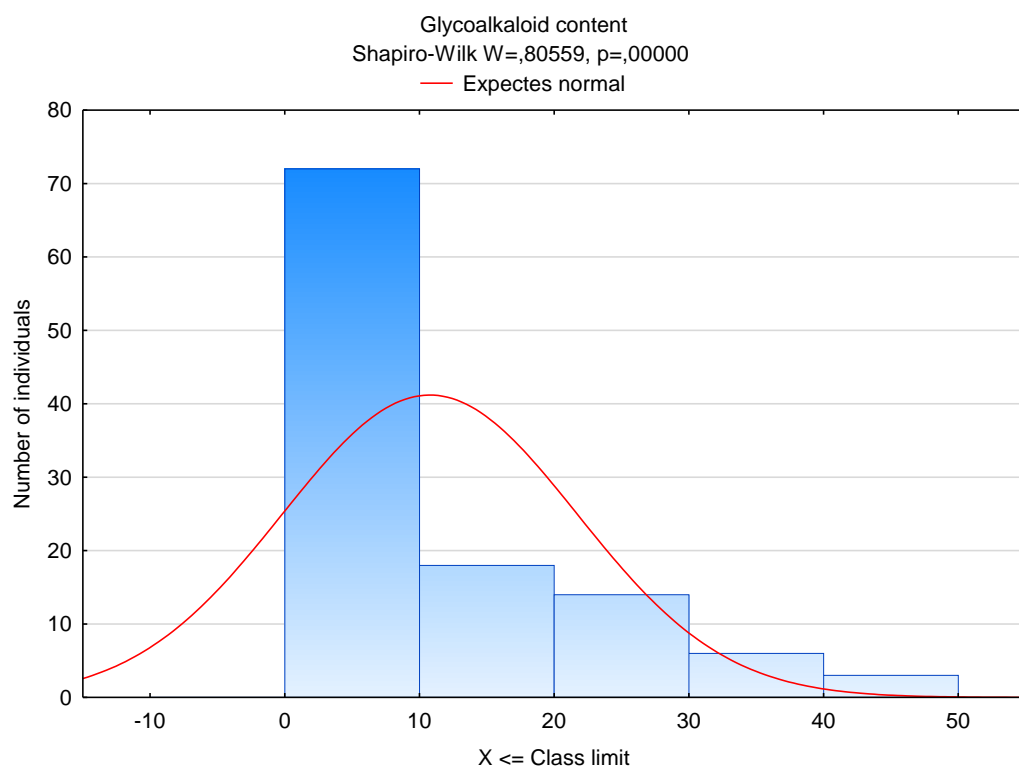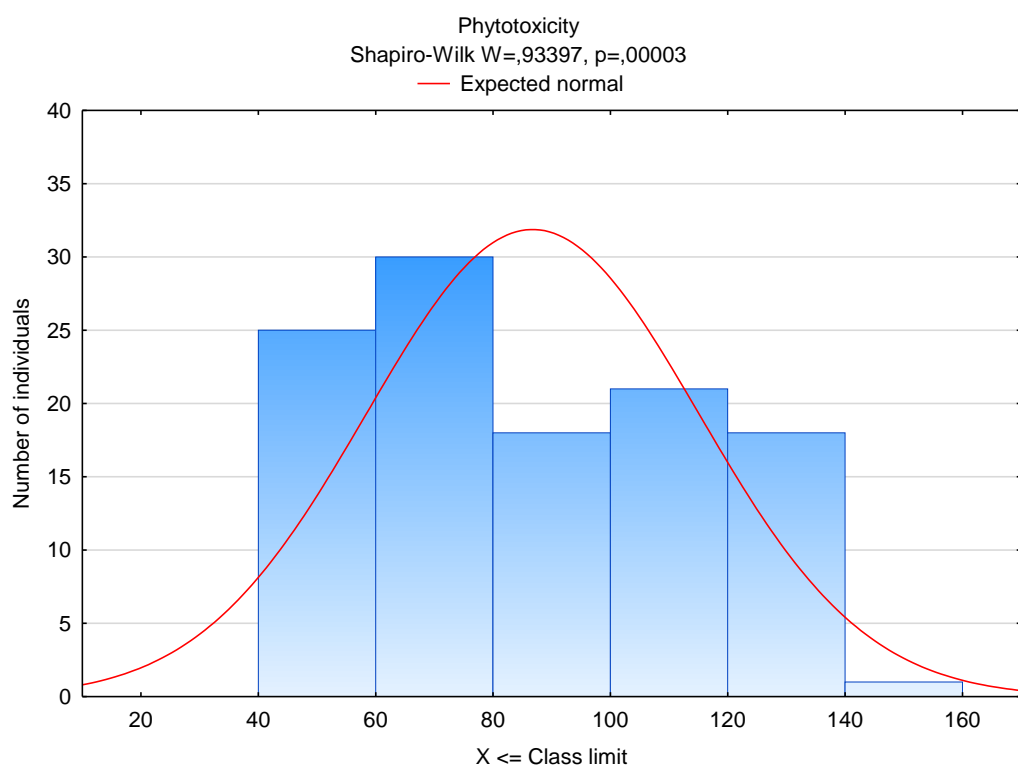

**Supplementary Figure S1.** Distribution of glycoalkaloid content and phytotoxicity in the 15-1 potato population.

# Supplementary material for: Glycoalkaloid Composition and Flavonoid Content as Driving Forces of Phytotoxicity in Diploid Potato
**Source:** Int J Mol Sci. 2023 Jan 14;24(2):1657. doi: 10.3390/ijms24021657

**Supplementary Figure S2.** Subgraphs of top 10 most enriched GO terms (p value  $\leq 0.05$ ) in BP category of DEGs in the (A) A' vs. B' and (B) A' vs. F' comparison groups.

A)

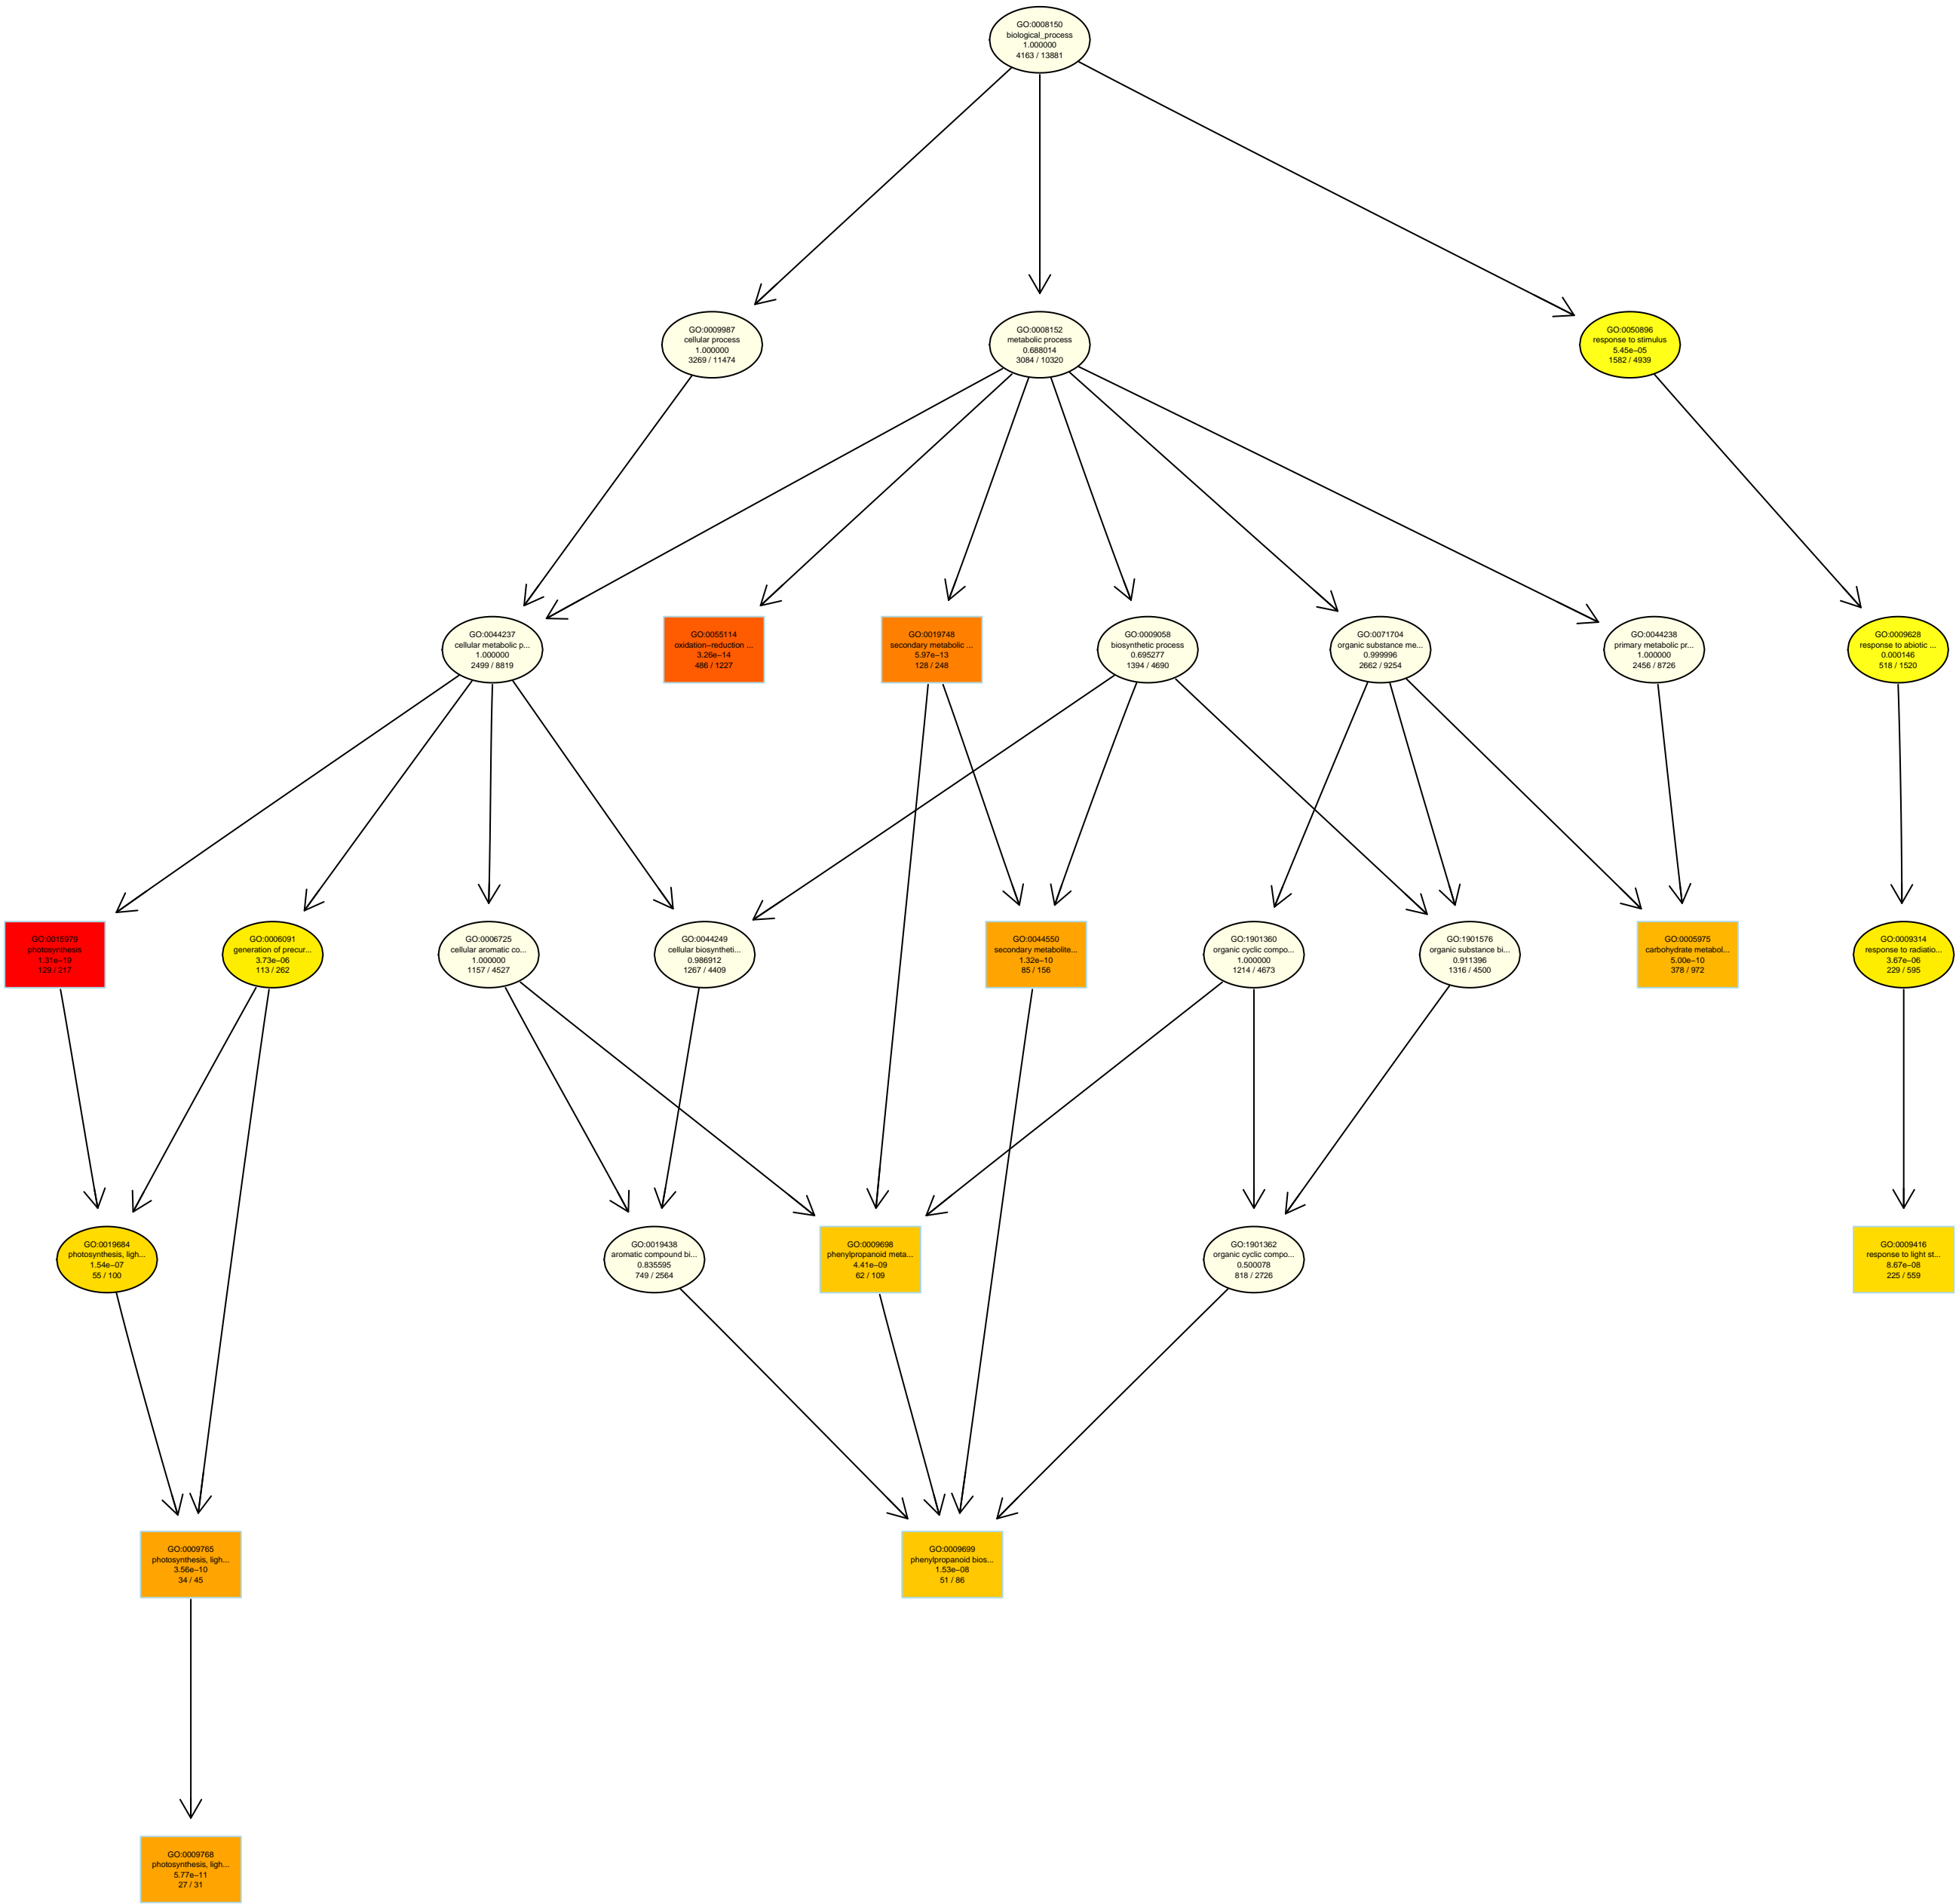

B)

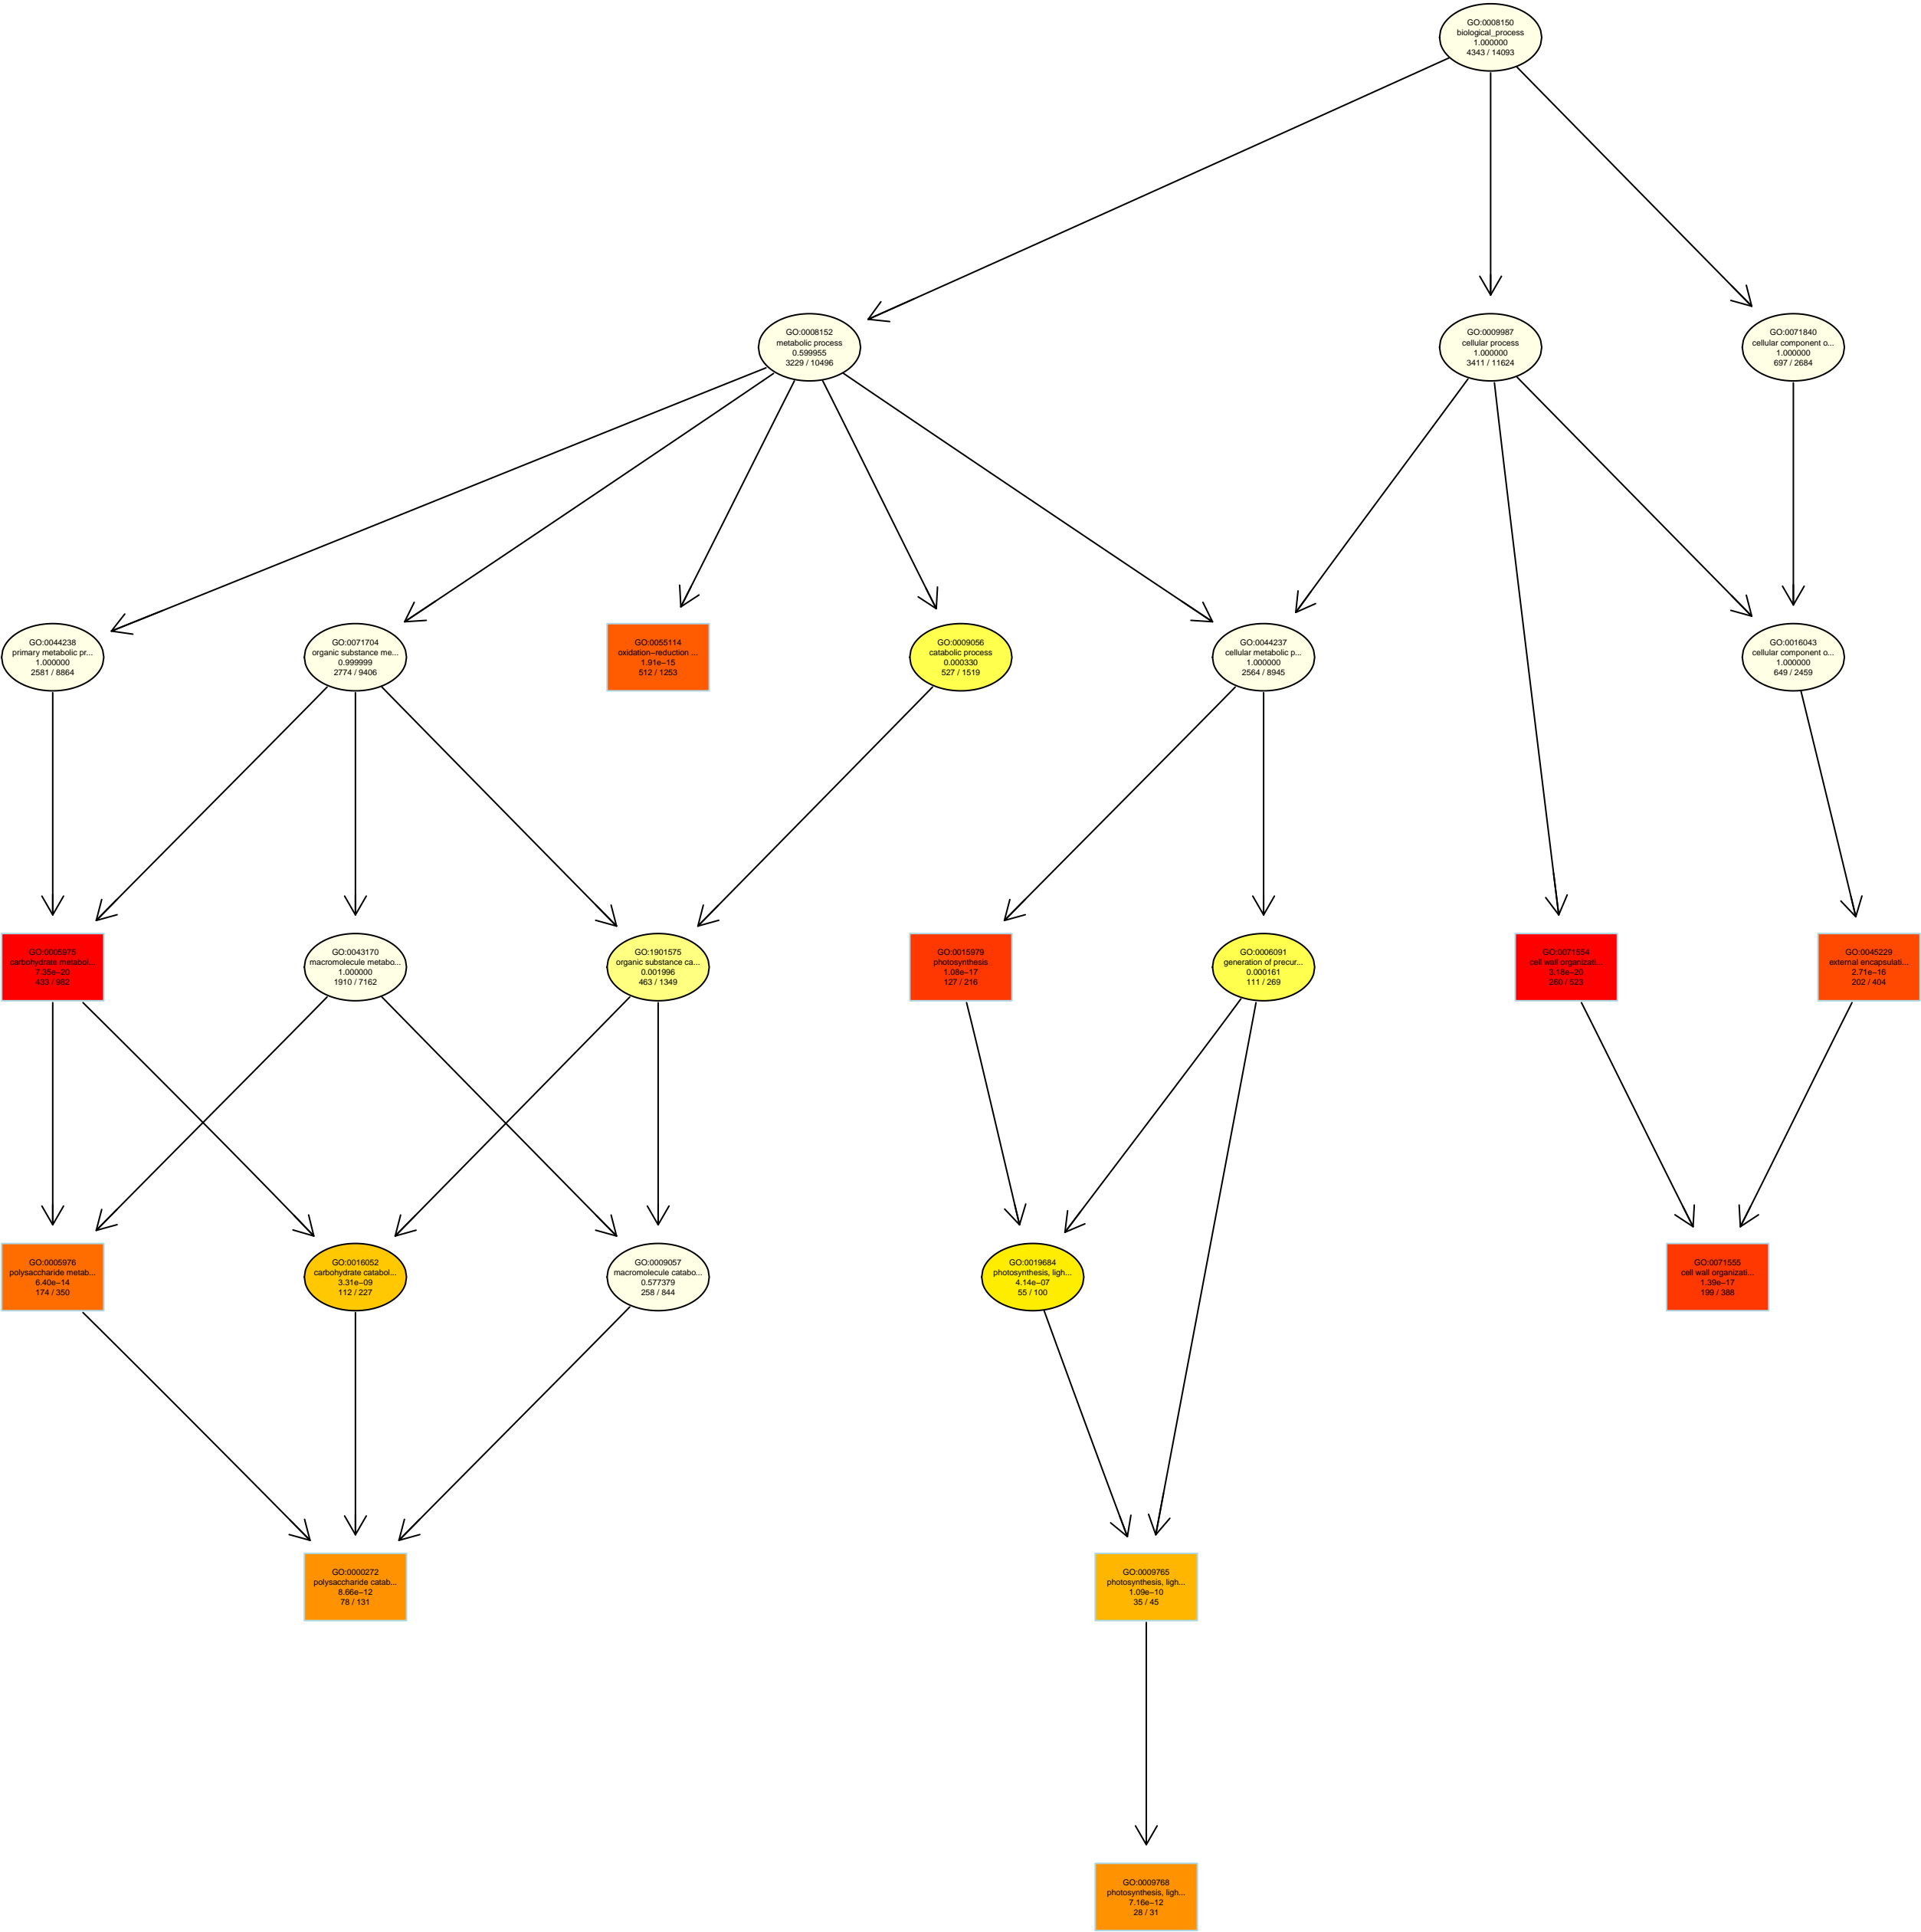

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

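Leaf RNA of the bulk samples A’, B’ and F’ was sequenced as 3 libraries per group, 9 libraries in all. The groups and library numbers were taken from the labels of the deposited samples. The paper describes a single bulk of 3 individuals per group and libraries made from RNA of the bulks, and it does not say how the 3 libraries of a group arose.

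The raw counts were made by the authors, who counted reads per gene with tools that the text does not name, and they were deposited without normalization as whole numbers. The lowest total over the 6 libraries of a comparison was 5, so genes with fewer reads appear to have been left out by the authors before deposition. The signal values, normalized counts and their mean, were made by the authors by dividing the raw counts by 1 size factor per library, separately for each comparison. The log2 values were deposited as the authors’ estimated fold changes with A’ as the control. The p-values were deposited by the authors both unadjusted and as FDR-adjusted values over the genes of a comparison, and the text does not name the test. The score values are the standard errors of the log2 fold changes, as deposited by the authors. For A’ vs. B’, genes were deposited in separate tables of upregulated and downregulated genes, and genes with a fold change of 0.00 are in neither. Ranges and whole numbers of each column were checked. Only the raw counts entered the fits, and the authors’ own values were used for comparison with the paper.

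Either comparison held 24169 genes in total, 1018 of them without a product name. Counts on genes were between 21199110 and 22517178 per library. A difference between B’ and F’ could be computed only on the 22988 genes that both comparisons list.

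Each comparison was fitted with edgeR 4.0.16. Genes were filtered with filterByExpr on the groups compared, libraries were scaled by TMM normalization, and genes were tested with the robust quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method. DEGs had an FDR under 0.05, and DEGs after cutoff also had a Log2FC of at least 2 or at most −2, as in the paper. Standard errors of the Log2FC were obtained from the estimate and the F statistic. Normalized counts in the text are counts scaled to the mean effective library size of the comparison. A group with at most 3 counts in each library was taken as being at the floor, and the fold change was then computed against 3 counts. With 3 libraries per group, the 6 libraries of a comparison can be split in 10 ways, and the smallest exact two-sided permutation p-value is 0.1.

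Gene sets were defined by words in the product names, before the data were examined here. The themes of the photosystem and cell wall sets were taken from GO terms that the paper found in these same libraries. Their tests are therefore not independent of the paper’s result. The photosystem set held chlorophyll a-b binding proteins and proteins of photosystems I and II. The cell wall set held expansins, xyloglucan endotransglucosylases, pectinesterases, pectate lyases, polygalacturonases, cellulose synthases and extensins, with products such as inhibitors that carry these words. The flavonoid set held enzymes from chalcone synthase to flavonol and anthocyanidin synthesis, with products such as flavonoid glucosyltransferases that carry these words. The sterol and glycoalkaloid set held products named after sterols, squalene, cycloartenol, 3-hydroxy-3-methylglutaryl, solanidine, solanine, chaconine or glycoalkaloid metabolism, so that sterol-binding proteins and acyltransferases are among them. The defence set held WRKY transcription factors, pathogenesis-related proteins, chitinases and osmotins. Sets were tested with the camera function of limma 3.58.1 at an inter-gene correlation of 0.01, and with its fry function as an alternative. The 10 tests of 5 sets in A’ vs. B’ and A’ vs. F’ were adjusted together, and those of B’ vs. F’ were adjusted among themselves. Glycosyltransferases were found by product name and compared with all tested genes by Fisher’s exact test. Named genes are those the paper names, those of its Table 3, the 3 DEGs on either side of a comparison with the largest Log2FC among genes without overlap and with at least 50 normalized counts in either group, and the 2 members of a set with the largest Log2FC on either side. Loci of the flavonol synthase and glycosyltransferase families were named beside these where the paper speaks of the family, as were members of a set that share a product name.

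Alternatives were DESeq2 1.42.0, upper-quartile normalization, no filter beyond 1 count, the replicate number as a block, all 9 libraries in a joint fit, an FDR threshold of 0.01, a test against a Log2FC of 2 (glmTreat) and leaving out each library in turn. The pipeline was tested on simulated data with 200 changed genes per comparison. Of these, 200, 197 and 198 were called in A’ vs. B’, A’ vs. F’ and B’ vs. F’, together with 16, 10 and 15 unchanged genes. Computation used R 4.3.3 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

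The GO analysis was not repeated, for lack of an annotation of all genes. Measurements by RT-qPCR, of flavonoid content and by LC–MS were not analysed here.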

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

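The splits for the defence set in B’ vs. F’, the test over all ways to group the 9 libraries and the comparison of library totals were chosen after the results were seen, and the other tests before.

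The paper does not compare the transcriptomes of B’ and F’. In this comparison, 672 of 19308 tested genes passed the cutoff, 252 of them higher and 420 of them lower in F’. Of these, 414 were also past the cutoff in A’ vs. B’ or A’ vs. F’, and 258 were in neither list. A difference in library size is argued against, since the largest total exceeded the smallest by 1.64%. Thinning to the smallest total left the number at 672 and so decides nothing. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes. The other splits gave 0 DEGs, with 36 to 2237 genes at an unadjusted p under 0.05 against 7790 in the real split, but 10 splits cannot give a share under 0.1. Groups of plants that differ in linked blocks of the genome are a candidate explanation. Pairs of neighbouring genes with other product names changed in the same direction in 19 cases, against a mean of 5.4 and a maximum of 14 in 1000 random draws (permutation p = 0.001, the smallest these draws can give), and in opposite directions in 1 case. Neighbours that are regulated together would give such pairs too. Each bulk holds 3 plants in the paper, so any difference between these plants may appear as a difference between the groups. Whether it relates to the mustard response was not tested. Sequencing batches cannot be assessed, because the labels give none.

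The defence set, which the paper does not discuss, was higher in both groups than in A’. Its median Log2FC was 0.771 over 97 genes in A’ vs. B’ (adjusted p = 1.14e-18, limma’s camera test), with 53 of 66 DEGs higher in B’. In A’ vs. F’, it was 0.327 over 99 genes (adjusted p = 8.69e-05, limma’s camera test), with 37 of 50 DEGs higher in F’. Its mean log2 CPM was between 2.64 and 2.69 in the A’ libraries, between 3.56 and 3.71 in the B’ libraries and between 3.11 and 3.17 in the F’ libraries. The set was lower in F’ than in B’ (median −0.28, adjusted p = 5.65e-06, limma’s camera test). The probable WRKY transcription factor 75-like gene LOC102583094 was at the floor in A’, and was at least 23.8-fold higher in B’ and at least 14.4-fold higher in F’. Other members went the other way, such as an endochitinase 4-like gene (LOC102592970) with a Log2FC of −3.67 in A’ vs. B’ and −1.47 in A’ vs. F’. Gene length and expression level are argued against as the whole cause, since the highest median of 10000 random sets of like length and expression was 0.243 in A’ vs. B’ and 0.244 in A’ vs. F’. Of the 10 splits of the libraries, 1, the real one, gave as small a p-value in either comparison and in B’ vs. F’, and 10 splits cannot decide. Of the 280 ways to form 3 groups of 3 from the 9 libraries, 1, the real one, had as small a spread of the set level within groups, which argues against libraries assigned to the groups by chance. A difference in the state of the plants at harvest, such as an infection, might raise these genes as well as a genetic difference, and the labels do not tell these apart.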

How the results depend on the processing

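The alternatives below were set before the data were examined, except for an FDR threshold of 0.005, which was chosen after the authors’ lists had been seen.

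An FDR threshold of 0.01 lowered the DEGs to 3778 in A’ vs. B’ and 4249 in A’ vs. F’. The test against a Log2FC of 2 lowered the genes after cutoff to 232 in A’ vs. B’, 188 in A’ vs. F’ and 189 in B’ vs. F’, and those shared to 50. Without the filter, they rose to 986 in A’ vs. B’ and 1125 in A’ vs. F’, and those shared to 334. An FDR threshold of 0.005 gave 609, 647 and 610 genes after cutoff in A’ vs. B’, A’ vs. F’ and B’ vs. F’, 180 of them shared by the A’ comparisons.

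DESeq2 gave 6186 and 6419 DEGs, and 653 and 690 genes after cutoff, of which 648 and 679 were the same genes as with edgeR. The share of DEGs higher in B’ was 49.8% with edgeR, 48.9% with DESeq2 and 50.1% with upper-quartile normalization. The share higher in F’ was 49%, 47.7% and 50.4%, so that the side with more DEGs changed with the scaling.

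The cell wall set in A’ vs. B’ had a median of −0.123 without the filter (adjusted p = 0.0655, limma’s camera test), and from −0.303 to −0.094 with each library left out. The lowest size and the lost call were those without B’ replicate 3 (−0.094, adjusted p = 0.0748, limma’s camera test). With fry, the flavonoid set passed as higher in B’ than in A’, against its median of −0.1 (adjusted p = 0.0464), and as lower in F’ than in A’, with a median of −0.077 (adjusted p = 0.0308). Its median in A’ vs. F’ ranged from −0.174 to 0.084 with each library left out, and the sign changed without F’ replicate 3 (0.084).

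Libraries of different groups carry the same replicate numbers, but these do not pair them. Pearson’s r of the deviations from the group mean, across genes, was between −0.248 and 0.332 for libraries with the same number, and over 0.1 in 2 of 9 pairs. With the replicate block, 5599 and 5875 genes were DEGs in A’ vs. B’ and A’ vs. F’, and 642 and 684 passed the cutoff.

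With each library left out, genes after cutoff ranged from 658 to 788 in A’ vs. B’ and from 734 to 845 in A’ vs. F’, and those shared from 186 to 240. Of 93 values of named genes, 5 changed their call under some alternative, in 17 fits to weaker, in 1 to stronger and in 0 to the opposite sign. Alternatives for normalized values (pseudocounts and a minimum mean) were not run, because the files hold counts.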

Differences from the paper's values

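None of the 50 values of the paper that were also computed here differed by the criteria set, which were wide. Numbers of genes were taken to differ only beyond a ratio of 1.5. Of the 50 values, 40 are Log2FC compared as lower bounds, which a larger value in the paper cannot fail (0.78 against 4.80 for LOC102600828). The numbers of reads set raw reads against reads counted on genes, which are different quantities. The absence of differences is therefore no measure of agreement.

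The numbers of genes after cutoff were 649 in A’ vs. B’ and 681 in A’ vs. F’, against the paper’s 866 and 692. Without the filter on low counts, the numbers were 986 and 1125. Of the genes in the authors’ lists, 211 in A’ vs. B’ and 54 in A’ vs. F’ had too few counts to be tested here. Of the genes past the cutoff here, 648 (99.8%) and 629 (92.2%) are in those lists.

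The paper calls FLS the most highly expressed upregulated gene in A’ vs. B’. By fitted Log2FC, UDP-glycosyltransferase 71E1-like (LOC102594045) was higher, at 8.70 against 8.22 for LOC102585933, and by lower bound FLS was higher, at least 176-fold against at least 15.3-fold. With DESeq2 (8.31 for FLS and 7.96 for LOC102594045) and without A’ replicate 2 (8.87 and 8.72), FLS was the higher of these by fitted Log2FC too. Both genes were at the floor in A’, so the bounds follow the counts in B’ and do not tell which gene changed more.

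The paper names trans-2-enoyl-CoA reductase as the most upregulated gene in A’ vs. F’. By fitted Log2FC it was the highest (LOC102605504, 7.75, against 6.32 for FLS). By lower bound, it was at least 8.29-fold higher, and FLS was at least 47.2-fold higher. Both genes were at the floor in A’, so these bounds follow the counts in F’ and do not tell which gene changed more.

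The paper presents FLS as the gene common to the upregulated genes of Table 3, and the table lists 3 such genes.

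The paper states which glycosyltransferases stand out. The rhamnosyltransferase it names for A’ vs. B’ (LOC102600828) was not tested here for lack of counts, and was called without the filter (Log2FC 5.55, FDR 0.0119 in edgeR’s quasi-likelihood test). Among the glycosyltransferases tested, UDP-glycosyltransferase 71E1-like (LOC102594045) had the highest Log2FC in A’ vs. B’, 8.70 (at least 15.3-fold). The gene it names for A’ vs. F’ (LOC102577928) had a Log2FC of −3.02, and kaempferol 3-O-beta-D-galactosyltransferase-like (LOC102580477) had a Log2FC of −6.13.

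The paper lists 3 genes in Table 3 for A’ vs. F’ that were not tested here. Without the filter, each was called, LOC107057684 with a Log2FC of 6.87, LOC102597028 with 6.98 and LOC107058413 with −6.71.

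Table 3 gives its p-values as adjusted. Against the authors’ deposited values, those of the 20 downregulated genes are the adjusted ones. Those of the upregulated genes are the unadjusted ones for 7 of 10 genes in A’ vs. B’ and for 10 of 10 in A’ vs. F’. For LOC102596031 and LOC102601567, the product names and p-values stand in exchanged places.

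The paper’s number of genes common to both lists is 209. The lists of Table S1 share 221 loci, 218 of them changed in the same direction, or 14.2% of the summed lists.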

Other observations

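The FDR threshold of 0.005, the simulation of shared A’ libraries, the exchange of the control group, the comparison of library totals, the splits for gene sets in B’ vs. F’ and the tests over all ways to group the 9 libraries were chosen after the results were seen, and the other tests before.

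Chance assignment of libraries to groups cannot be decided within a comparison, since the 10 splits of 6 libraries cannot give a share under 0.1. Of these splits, 1, the real one, gave as many DEGs, and as many genes after cutoff, in A’ vs. B’ and in A’ vs. F’. The other splits gave 0 DEGs, with 46 to 1050 genes at an unadjusted p under 0.05 in A’ vs. B’ (8198 in the real split) and 10 to 616 in A’ vs. F’ (8615 in the real split). By the p-value of the camera test, as small a value was reached in A’ vs. B’ and A’ vs. F’ by 2 and 3 splits for the photosystem set, 5 and 1 for the cell wall set, 6 and 6 for the flavonoid set, and 1 and 1 for the sterol and glycoalkaloid set. In B’ vs. F’, these numbers were 5 for the photosystem set, 4 for the cell wall set, 6 for the flavonoid set and 9 for the sterol and glycoalkaloid set. The A’ libraries differ among themselves in the photosystem set (9.34 to 9.70 log2 CPM), so some splits that part them give small p-values too. The levels of the sets in all 9 libraries can be grouped in 280 ways into 3 groups of 3. As small a spread within groups was reached by 2 ways for the photosystem set, 1 for the cell wall set, 8 for the sterol and glycoalkaloid set and 16 for the flavonoid set, the real one included. That the libraries were assigned to the groups by chance is argued against for the levels of the photosystem, cell wall and sterol and glycoalkaloid sets, and stays open for the flavonoid set.

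Some genes were all-or-none between groups, with at most 3 counts in each library of a group and at least 50 normalized counts in each library of the other. There were 11 in A’ vs. B’, 13 in A’ vs. F’ and 9 in B’ vs. F’. Between single libraries, such genes numbered 23 to 47 in the 27 pairs from different groups and 0 in the 9 pairs of the same group. That the libraries were assigned to the groups by chance is argued against as the cause of these genes. Of the 280 ways to form 3 groups of 3 from the 9 libraries, 1, the real one, had as few such genes within groups, and the others had at least 104. That each library is 1 plant of the segregating population is argued against by this 0. The paper describes libraries made from RNA of the bulks. Those of a group may be repeats of a single bulk, in which case their spread holds no variation between plants and the FDR values speak of these bulks rather than of the phenotypes. This was found on the same data and stays a hypothesis. Linked blocks of the genome remain open for these genes. In A’ vs. B’, 0 of them lay next to another, and random genes gave a mean of 0.01, so they are too few to tell. The smallest adjusted p over chromosomes was 1 (Fisher’s exact test). Reads shared between near-identical copies also remain open. In A’ vs. B’, 3 of these genes had a gene of the same product name changed the other way, against a mean of 2.5 for random genes.

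Linked blocks of the genome are a candidate explanation of part of the genes after cutoff. Pairs of neighbouring genes with other product names changed in the same direction in 17 cases in A’ vs. B’ and 16 in A’ vs. F’. Random draws gave means of 5.2 and 5 and maxima of 14 and 13 (permutation p = 0.001, the smallest that 1000 draws can give). Pairs changed in opposite directions numbered 0 and 5. Genes of such blocks could differ between bulks without any part in phytotoxicity. Neighbours that are regulated together are not excluded.

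A difference in library size is argued against as the cause of the genes after cutoff, since the largest total exceeded the smallest by 5.41% in A’ vs. B’ and 5.71% in A’ vs. F’, far less than the fold change of the cutoff, and 637 and 660 genes passed after thinning to the smallest total.

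Gene length and expression level are argued against as the whole cause of the shift of the photosystem set in both A’ comparisons. The same holds in A’ vs. F’ for the sterol and glycoalkaloid set. It holds there for the cell wall set only with the filter on low counts (median −0.107 without it). The lowest medians of 10000 random sets of like length and expression were −0.499 and −0.456 for the photosystem set, −0.209 and −0.242 for the cell wall set and −0.289 and −0.215 for the sterol and glycoalkaloid set, in A’ vs. B’ and A’ vs. F’. In A’ vs. B’, the cell wall median was −0.237, but −0.094 without B’ replicate 3 and −0.123 without the filter. The sterol and glycoalkaloid median was −0.331, but −0.275 without B’ replicate 3 and −0.285 without A’ replicate 2. Gene length and expression level therefore stay open for both of these sets in A’ vs. B’. Libraries of the same group did differ by gene length, with rank correlations between −0.297 and 0.279. A biological difference between the plants stays open as untested.

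The same A’ libraries serve as the control of both comparisons. Chance deviations of these libraries are argued against as the whole cause of the 198 shared genes, since at most 48 were shared in simulations of independent changes that used the same simulated A’ libraries in both comparisons. A control that differs from both other groups, whichever group it is, is a candidate explanation. With B’ as the control of both comparisons, 219 genes were shared, and with F’ as the control, 207. The number of shared genes therefore does not set A’ apart from the other groups. The 198 genes themselves do differ between A’ and both other groups, 195 of them in the same direction.

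An FDR threshold of 0.005 in the A’ vs. F’ list is a candidate explanation of its length. In their deposited A’ vs. F’ table, 946 genes pass at an FDR under 0.05 and 692 at an FDR under 0.005. Of the genes past the Log2FC cutoff, 0 lie on another side of 0.005 than their place in or out of Table S1. The highest FDR in the list is 0.004905, and the lowest left out is 0.005001. In A’ vs. B’, the 866 genes of the list are those with an FDR under 0.05. With 0.05 for both tables, 282 genes are shared. In the edgeR fit used here, the threshold of 0.005 gave 647 genes in A’ vs. F’. No biological explanation applies.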
